# The microRNA expression profile of mouse Müller glia *in vivo* and *in vitro*

**DOI:** 10.1038/srep35423

**Published:** 2016-10-14

**Authors:** Stefanie G. Wohl, Thomas A. Reh

## Abstract

The profile of miRNAs in mature glia is not well characterized, and most studies have been done in cultured glia. In order to identify the miRNAs in adult and young (postnatal day 11/12) Müller glia of the neural retina, we isolated the Müller glia from Rlbp-CreER: Stop^f/f^-tdTomato mice by means of fluorescent activated cell sorting and analyzed their miRNAs using NanoStrings Technologies^®^. In freshly isolated adult Müller glia, we identified 7 miRNAs with high expression levels in the glia, but very low levels in the retinal neurons. These include miR-204, miR-9, and miR-125–5p. We also found 15 miRNAs with high levels of expression in both neurons and glia, and many miRNAs that were enriched in neurons and expressed at lower levels in Müller glia, such as miR-124. We next compared miRNA expression of acutely isolated Müller glia with those that were maintained in dissociated culture for 8 and 14 days. We found that most miRNAs declined *in vitro*. Interestingly, some miRNAs that were not highly expressed in adult Müller glia increased in cultured cells. Our results thus show the miRNA profile of adult Müller glia and the effects of cell culture on their levels.

Müller glia (MG) are the primary intrinsic glia of the retina and share many features with astrocytes and radial glia in other regions of the nervous system, such as providing structural support and maintaining ionic homeostasis (for review see^1^,^2^). Another role for MG in non-mammalian vertebrates is to act as a source of new neurons after retinal injury. The MG in fish respond to retinal damage by re-entering the mitotic cell cycle and producing progenitor cells, similar to those present in embryonic development, and these cells go on to produce new retinal neurons. Several transcription factors, like Ascl1 and Pax6, are critical for the transition of MG to retinal progenitors (for review see^3^). More recently, miRNAs have been implicated in this process. In zebrafish, retinal damage leads to an increase in the RNA-binding protein, Lin28, and a subsequent reduction in the levels of the miRNA let-7. This reduction in let-7 expression is critical for regeneration in this species^4^. In addition, a Dicer knock down study in fish showed that miRNAs regulate proliferation of progenitors and are required for retinal regeneration after light damage^5^. Interestingly, MG from young mice can be reprogrammed to a neurogenic state with growth factors or transcription factors *in vitro* and *in vivo*^6^,^7^,^8^,^9^. In addition, we recently showed that miRNAs, i.e., miR-124, miR-9 and miR-9-5p, facilitate the production of neurons from mouse MG *in vitro*^7^. These studies from zebrafish and mouse show that miRNAs play some critical roles in regulating the state of the MG, and this motivated us to carry out an analysis of the miRNA profile of MG both *in vivo* and *in vitro*.

miRNA profiles have been generated for the neural retina^10^,^11^,^12^; however, these profiles represent the entire tissue and do not differentiate between different cell populations. Since MG comprise only 2–3%^13^ of the total retinal cells, we used fluorescence activated cell sorting (FACS) to purify adult MG, using an MG specific cre-lox labeling strategy by crossing Rlbp-CreER mice with stop^f/f^-tdTomato mice. The RNA was extracted from purified MG (tdTomato^+^) and retinal neurons (tdTomato^−^) and miRNA expression was analyzed by means of a recently developed molecular barcode technology called NanoStrings^®^^14^,^15^. Our analysis revealed a large number of miRNAs that were present in the MG samples, from both young mice (P11) and adults; some miRNAs were found to be specific to the MG (mGliomiRs, expression levels in neurons under 20%). Other miRNAs were expressed in both the MG and neurons (shared miRs) and others were specific to the neurons (neuronal miRs, expression levels in glia under 20%). Most of the MG-specific miRNAs increased during retinal maturation (from P11/12 to adult), but when compared with MG grown in dissociated cell cultures, about 80% of them were reduced substantially.

## Results

### miRNA profile of Müller glia and neurons in the adult mouse retina

To determine which miRNAs are expressed in adult MG, we purified the MG from Rlbp1-CreER:Stop^f/f^-tdTomato mice (Fig. 1A) by FACS. We induced the reporter in the MG by tamoxifen injections and found that this resulted in tdTomato expression in the vast majority of MG, as assessed by Sox9 and Glutamine Synthetase (GS) co-labeling (Fig. 1B,C). Prior to FACS, the retinas were dissected free of pigmented epithelium and ciliary epithelium, were checked for successful recombination, then pooled and dissociated. The fraction of the tdTomato^+^ cells varied between 1.5–2.1% of all events (Supplement Fig. 1A-A”’, Supplement Table 1), consistent with previous estimates of MG numbers in the mouse retina^13^,^16^. Post-sorts of the tdTomato^+^ MG and the tdTomato^−^ fraction showed excellent purification (96% and 0.0% tdTomato^+^ cells of total cells, respectively, Supplement Table 1). To further assess potential contamination of the MG fraction with retinal neurons, a sample of the sorted cells was plated on coverslips and evaluated with fluorescent and phase microscopy: approximately 90% of all cells were tdTomato^+^, while no tdTomato^+^ cells were found in the negative fraction (Fig. 1D–F). Rlbp1 is also expressed in pigmented epithelial cells and cells of the ciliary epithelium^17^, and even though these were dissected from the retina, to ensure these were not included in our analysis, we plated the FAC-sorted adult cells onto coverslips and labeled the cells with antibodies against Sox9, Id1, and Sox2 to confirm the cell identity. We found that all tdTomato^+^ cells found in the P3-gated MG^+^ fraction were positive for all three markers while no red cells were found in the P2-gated tdTomato^−^ fraction (Supplement Fig. 1B–E). Since Sox2 is not expressed in the pigmented epithelium or the ciliary epithelial cells (Supplement Fig. 1F–H)^18^, these results confirm that over 95% of the cells used for subsequent analysis were MG. Moreover, to rule out the possibility that some rods might be attached to MG during the sort, we used the Nrl-GFP mouse^19^ in which all rod photoreceptors are GFP^+^ and crossed it with the Rlbp-CreER: Stop^f/f^-tdTomato mouse (Supplement Fig. 1I). We sorted the retinas of these mice with the same gating and plated the cells. There were no GFP^+^ rods in the wells with the tdTomato^+^ cells (Supplement Fig. 1J,K). These results demonstrate that FACS of MG produces a highly purified population.

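RNA of the tdTomato+ MG and of the tdTomato- fraction (neurons) of adult mice, 40 retinas of 20 mice pooled into 1 sample each, was counted with the NanoString nCounter mouse miRNA panel, in which each miRNA is ligated to a tag and the barcoded probes bound to it are counted. The panel held 599 miRNA probes (566 for mouse and 33 for viral miRNAs), 8 negative, 6 positive and 6 ligation controls, and 4 housekeeping mRNAs. Each condition has 1 pooled sample and no replicate, so no test between any 2 conditions was possible. Contrasts of grouped conditions were not tested. The intervals given with counts and ratios cover counting error only, at 95% for counts and wider than 95% for ratios. The raw miRNA counts summed to 696712 in adult MG and 349963 in adult neurons, and 173 and 142 miRNAs lay above background, taken as the mean plus 2 SD of the negative controls. A single miRNA took 35.5% of the raw counts of the MG (miR-204) and 29.5% of those of the neurons (miR-124). The paper states that counts were normalized in nSolver 2.6 with the housekeeping mRNAs and the negative and positive controls. The deposited normalized counts are the values given. Recomputed, they equal the raw counts less the mean of the negative controls, scaled by each sample's summed Actb, B2m, Gapdh and Rpl19 counts. The scale factor was 0.863 for the MG and 2.99 for the neurons, since Actb had 7024 raw counts in the MG and 1025 in the neurons, and B2m 375 and 17. Other scalings of the raw counts shift the log2 ratio of adult MG to neurons of every miRNA by the same amount: 0.78 with equal totals, 1.51 with the geometric mean of the top 100 miRNAs, 1.76 with the positive controls, 2.38 with Gapdh alone, 1.33 with Rpl19 alone and -1.02 with Actb alone. B2m alone gave no value, because it was below background in the neurons. Where 1 of a pair of samples was at background, the fold is given as a lower bound against the background level. For lists of miRNAs, background raised means that each sample's values below its background were set to it, which was chosen after the data were seen. Set against the raw counts, 42 miRNAs in each of the MG samples of this data set, not all the same ones, carried the value of another miRNA, none of them above 1612 counts; miR-23a and the other miRNAs above 2000 counts were not among them.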

To quantify the miRNAs expressed in MG, the total RNA was extracted from both the positive and negative fractions of the FACS purification, pooled from 40 retinas, and 600 miRNAs were quantified by solution hybridization without amplification using the NanoString nCounter^®^ assay^14^. An advantage of this approach is that the NanoString assay requires relatively small amounts of RNA (200 ng), which allows the analysis of small cell populations, and does not require amplification, which might introduce bias. The expression profiles of MG and neurons are shown in Fig. 1G as a scatter plot on a log2 scale: miRNAs expressed more highly in neurons than glia are above the line, while all the miRNAs expressed more highly in MG are below the line. 

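In adult MG miR-204, known from lens and pigmented epithelium, had 213460 normalized counts, the highest value of the panel. It was followed by miR-125b-5p with 81882 counts and miR-9 with 56346, both known from neural progenitors and glia, and by miR-181a with 36482. Of the let-7 family, which restrains progenitor genes in many tissues, let-7a, let-7b, let-7c, let-7d, let-7e and let-7g passed 2000 counts. The others above 2000 counts were miR-16, miR-22, miR-23a, miR-29a, miR-30c, miR-30d, miR-99a, miR-100, miR-125a-5p, miR-135a, miR-335-5p, miR-720 and miR-1944. Together 23 miRNAs passed, against 34 at 1000 counts and 15 at 5000 counts. The number does not vary with the scaling by construction, because adult MG was the reference sample.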

Of 600 miRNAs analyzed, 23 showed expression higher than 2,000 counts in MG (Supplement Table 2). Of these 23, seven had more than 5 times greater levels of expression in MG than neurons, and we designate these as MG microRNAs: mGliomiRs (Fig. 1G green, H, Supplement Table 2, bold). 

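By the rule of more than 2000 counts in adult MG and more than 5 times the level in neurons, miR-204, miR-125b-5p, miR-9, miR-99a, miR-135a, miR-100 and miR-23a passed. Their median log2 ratio of adult MG to neurons was 3.06, with 7 of 7 at least 2 times higher in MG, which is no independent evidence because the study chose them on these samples. Of the miR-99/100 and miR-125 group, miRNAs of related clusters, 3 of 5 measured members were at least 2 times higher in MG and 1 was lower. The median was 2.63, above 99.8% of random lists matched on level. The 3 higher members, miR-99a, miR-100 and miR-125b-5p, are mGliomiRs chosen on these samples, so this is no independent evidence either. The miR-204 gene lies within Trpm3 on chromosome 19 (GRCm38.p6), that of miR-99a within 10 kb of a let-7c gene on chromosome 16, and that of miR-100 within Mir100hg on chromosome 9, within 10 kb of a let-7a gene. The same 7 miRNAs passed with equal totals, the top 100 miRNAs and Rpl19 alone. With the positive controls let-7c and miR-29a passed as well, and with Gapdh alone 12 miRNAs passed. With Actb alone, or at 10 times in place of 5, only miR-204 and miR-100 remained. From this ratio of MG to neurons the paper designates the 7 miRNAs as mGliomiRs.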

The other 16 miRNAs of the highly expressed miRNAs in MG were also expressed in neurons to some extent (designated as “shared”). 

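Of the 16 remaining miRNAs, miR-1944 was counted at 3753 in adult MG and 32472 in neurons, and it also passed the rule for neuronal miRNAs.
The median log2 ratio of adult MG to neurons over the other 15, a list drawn by the study from these samples, was -0.82, with 0 at least 2 times higher in MG and 5 lower; the median was above 0 under the top 100 miRNAs (0.69), the positive controls (0.93), Gapdh alone (1.56), Rpl19 alone (0.51) and, a scaling chosen after the data were seen, the ligation controls (0.85).
For the let-7 family, 4 of 9 measured members were at least 2 times lower in MG and 0 higher, with a median of -0.95 that was likewise above 0 under those 5 scalings.
The positive controls left 14 miRNAs in the shared group, Gapdh alone 11 and Actb alone 21.

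**Figure D1:**
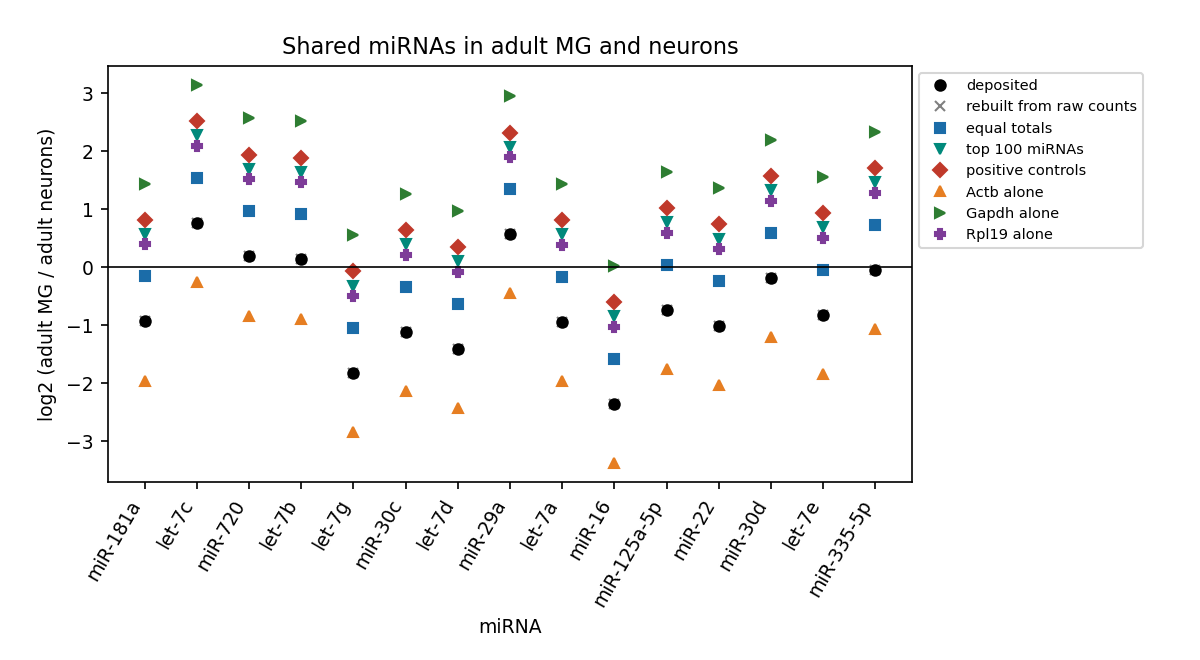
Log2 ratio of adult MG to adult neurons (y axis) of the 15 shared miRNAs (x axis), 1 symbol per scaling, 1 pooled sample per fraction. The line at 0 marks equal levels; each scaling moves all miRNAs by the same amount, and the sign of most of them depends on it.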

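Adult neurons had 46 miRNAs above 2000 normalized counts, among them let-7a to let-7g, let-7i, miR-181a, miR-204 and miR-9. The number was 33 with equal totals, 24 with the top 100 miRNAs, 26 with Rpl19 alone, 16 with Gapdh alone and 63 with Actb alone. Of a list of CNS neuron miRNAs, 8 of 9 measured members were at least 2 times lower in adult MG than in neurons and 0 higher, with a median log2 ratio of -4.50, below 99% of matched random lists. In this list 5 of the 9 were at background in 1 fraction or both, and with background raised the median was -4.24. Among them miR-218, known from motor neurons, was at background in MG and at 538 counts in neurons, at least 18.9-fold lower, and miR-7a, known from neurons and endocrine cells, was at background in MG and at 825 counts in neurons, at least 28.9-fold lower. The miRNAs of the Dlk1-Dio3 locus, an imprinted cluster active in neurons, were at least 2 times lower in MG in 18 of 18 measured, with a median of -2.28 that was -1.99 with background raised and 0.15 with Gapdh alone.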

In the tdTomato^−^ neuronal population, we found 46 out of 600 miRNAs that were highly expressed (>2,000 counts, Supplement Table 3). Of these 46, 17 miRNAs had more than 5 fold higher expression levels in neurons than in MG and were designated as neuronal miRNAs (Fig. 1G purple, H, Supplement Table 3). 

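By the rule of more than 2000 counts in neurons and more than 5 times the level in adult MG, 18 miRNAs passed, the study's 17 and miR-16. Besides the 3 highest, miR-29c had 19530 counts in neurons and 1600 in MG, miR-129-3p 8723 and 236, miR-151-5p 5273 and 942, miR-1186 5130 and 175, miR-210, known as a hypoxia miRNA, 3767 and 566, and miR-132, known to follow neuronal activity, 2018 and 88. Another pair was at background in MG: miR-451, known from red blood cells, was at least 164-fold lower in MG and miR-500 at least 108-fold lower. The 17 of the study had a median log2 ratio of MG to neurons of -4.87, with 17 at least 2 times lower and 0 higher, a list chosen on these samples and so no independent evidence. With the top 100 miRNAs, the positive controls or Gapdh alone, miR-124, miR-183, miR-96 and miR-211 still passed. The number passing was 10 with equal totals, 6 with Rpl19 alone, 40 with Actb alone and 12 at 10 times in place of 5.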

The top three neuronal miRNAs were miR-124, miR-183, and miR-96, consistent with earlier reports demonstrating neuronal (for review see refs 20 and 21) and photoreceptor specific expression^12^,^22^,^23^,^24^,^25^.

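miR-124, known as the most abundant miRNA of CNS neurons, had 308141 counts in adult neurons and 1011 in adult MG, 305-fold higher in neurons. miR-183 had 101370 and 271 counts, 374-fold higher, and miR-96 87840 and 212, 414-fold higher. miR-182, the other member of this photoreceptor cluster, had 4959 counts in neurons and was at background in MG, at least 174-fold lower. The 3 genes of the cluster lie within 10 kb of each other in Mirc35hg on chromosome 6 (GRCm38.p6).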

Figure 2 shows the expression levels of the different miRNA categories in the MG. 

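In adult neurons miR-204 had 11740 normalized counts, so that it was 18.2-fold higher in MG (interval 17.6 to 18.8). miR-125b-5p had 9291 counts in neurons and was 8.81-fold higher in MG (8.45 to 9.19), and miR-9 had 8338 and was 6.76-fold higher (6.46 to 7.07). These folds depend on the scaling: with Actb alone they were 8.96, 4.34 and 3.33, and with Gapdh alone 94.6, 45.8 and 35.2. Each of the 3 miRNAs was higher in MG under every scaling tried.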

The degree of enrichment of the mGliomiRs in our samples is displayed in Fig. 2A. miR-204, miR-125b-5p, and miR-9 are the top 3 mGliomiRs, and showed 18, 9 and 7 fold higher levels of expression in MG than in neurons. Similarly, the next most highly expressed mGliomiRs have at least 6 fold higher expression in MG than neurons, and miR-100 has less than 1% expression in neurons as compared to MG (Fig. 2A, Supplement Table 2). 

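miR-99a had 14804 counts in adult MG and 2394 in neurons, 6.18-fold higher in MG (interval 5.67 to 6.74). miR-135a had 9588 and 1148 counts, 8.35-fold higher (7.39 to 9.47), and miR-23a 2485 and 374 counts, 6.64-fold higher (5.28 to 8.50). miR-100, of the same seed family as miR-99a, had 4203 counts in MG and was at background in neurons, at least 37.0-fold higher in MG. Below 2000 counts, miR-365, miR-1927 and miR-1960 were also among the 10 measured miRNAs with the largest ratio: miR-365 had 906 counts in MG and was at background in neurons (at least 7.98-fold higher), miR-1927 had 1115 and 140 counts, and miR-1960 974 and 185.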

Another group of miRNAs that were highly expressed in MG were those shared between neurons and the MG. Five of these 15 shared miRNAs had comparable levels of expression in both the MG and neuronal fractions. These include miR-720, let-7b, miR-29a, miR-30d, and miR-335-5p (Fig. 2B, Supplement Table 2). 

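miR-720 had 17859 counts in adult MG and 15686 in neurons, a ratio of 1.14, and let-7b 13480 and 12275, a ratio of 1.10. miR-29a, of a family known to rise as neural tissue matures, had 6511 and 4391 counts, a ratio of 1.48. miR-30d had 3493 counts in MG and 3976 in neurons, a ratio of 0.879, and miR-335-5p 2487 and 2568, a ratio of 0.968 whose interval (0.872 to 1.08) includes equal levels. With the positive controls all 5 were higher in MG and with Actb alone all 5 were lower, since these scalings shift the ratio by more than the differences between the fractions.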

Many of the other shared miRNAs had higher levels of expression in neurons than in MG; these include miR-181a, let-7g, miR-30c and let-7d; let-7c is the only miRNA in the shared group with higher expression levels in MG than in neurons, but does not fall in the mGliomiR category (expression levels in neurons >20%, Fig. 2C, Supplement Table 2). 

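miR-181a, abundant in retinal neurons, had 69753 counts in adult neurons, with a log2 ratio of MG to neurons of -0.94. let-7g had 11687 counts in MG and 41497 in neurons (log2 ratio -1.83), let-7d 9932 and 26367 (-1.41), and miR-30c 10425 and 22609 (-1.12). miR-16 had 5424 and 27745 counts (-2.35), let-7a 6073 and 11665 (-0.94), miR-22 3672 and 7435 (-1.02), let-7e 2831 and 5004 (-0.82) and miR-125a-5p 4213 and 7019 (-0.74). let-7c was 1.70-fold higher in MG, with 19558 counts against 11497. With the top 100 miRNAs, the positive controls or Gapdh alone the direction of miR-181a, miR-30c, miR-22, let-7a, let-7d, let-7e and miR-125a-5p was the opposite, and with Rpl19 alone that of the same except let-7d. miR-125a-5p also changed direction with equal totals, let-7g and miR-16 with Gapdh alone, and let-7c with Actb alone.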

We validated the NanoString counts for several miRNAs for the MG-enriched and the neuronal FACS-fraction using RT-qPCR and there was a high degree of correlation (R^2^ = 0.825, Fig. 2D and R^2^ = 0.885, Fig. 2E).

### miRNA profile of Müller glia and neurons in the young mouse retina

To evaluate if the miRNA profile differs between MG from young mice and adults, we sorted the MG from the P11 mice as described above, (Supplement Fig. 2A-A”’, Supplement Table 1). At P11, tdTomato^+^ cells have the morphology of MG, and express Sox2 and GS, like MG from adult mice (Fig. 3A,B). FACS purification of MG from the P11 mice resulted in approximately the same proportion of cells as in the adult. In order to check the purity of the tdTomato^+^ fraction, the cells were post-sorted; there was a high degree of purification (Supplement Table 1). To further verify the purification, a sample of the positive cells was maintained in cell culture for 5 DIV, and fixed and labeled for MG markers; we found that all tdTomato^+^ cells coexpressed glial markers, such as Id1 and Sox2. Moreover, cells expressing MG markers were not present in the tdTomato negative fraction, demonstrating that the neuronal fraction did not contain MG (Supplement Fig. 2B,J).

We subjected the RNA from MG purified from P11 mice to NanoString analysis as described for the adult MG. 

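P11 MG and P11 neurons came from 32 retinas of 16 mice, again pooled into 1 sample each. Raw miRNA counts summed to 486041 in P11 MG and 275042 in P11 neurons, with 149 and 130 miRNAs above background. The authors normalized the assays in 2 data sets, 1 with the MG and neurons of both ages and 1 with the adult, P11 and cultured MG, so that the fresh MG samples appear in each with values that differ by a constant factor, apart from the 42 miRNAs with exchanged values in each sample. The ages were compared in the data set of the MG samples, where the scale factor was 1.57 for adult MG and 1.16 for P11 MG and the raw Actb counts of P11 MG were 9301. Relative to the deposited values, the log2 ratio of adult to P11 MG shifts by -0.99 with equal totals, -0.50 with the top 100 miRNAs, -0.11 with the positive controls, 0.34 with B2m alone and 0.25 with Rpl19 alone; the shift with Actb or Gapdh alone is under 0.1. In the fractions, the log2 ratio of P11 MG to P11 neurons shifts by -0.15, 0.28, 0.81, -0.37, 1.36 and 1.16 with equal totals, the top 100 miRNAs, the positive controls, Actb, Gapdh and Rpl19 in turn. With the ligation controls, a scaling chosen after the data were seen, it shifts by -1.38.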

Nearly all of the miRNAs that were highly expressed in the MG of adult mice were also found in high levels in MG of P11 mice (R^2^ = 0.75). However, most miRNAs showed substantial increases in their level of expression between the young and mature MG. 

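Across the 599 miRNA probes, R2 between P11 and adult MG was 0.872 (interval 0.851 to 0.890) on log2 counts with 1 added; it was 0.777 on the counts themselves, 0.778 over the 200 miRNAs with at least 50 counts in either sample and 0.899 with 10 added. It is a correlation across miRNAs of 1 sample per age, and miRNAs are not independent replicates. In P11 MG miR-204, miR-125b-5p and miR-9 again exceeded the P11 neurons, by 8.65-, 6.29- and 3.58-fold, as did miR-99a by 4.29-fold, miR-23a by 3.55-fold and miR-135a by 1.53-fold. miR-100 was at background in P11 neurons and at least 27.6-fold higher in P11 MG. The 7 mGliomiRs had a median log2 ratio of 2.10 over P11 neurons, with 6 at least 2 times higher. With the ligation controls this median was 0.73. In P11 MG 20 miRNAs had more than 2000 counts. Of these only miR-125b-5p and miR-204 exceeded P11 neurons more than 5 times. The number was 1 with Actb alone, 3 with equal totals and with the top 100 miRNAs, 4 with the positive controls, 5 with Rpl19 alone, 6 with Gapdh alone and, a scaling chosen after the data were seen, 0 with the ligation controls, under which miR-135a was lower in P11 MG.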

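Among the miRNAs that differed, 211 were higher in adult MG and 158 in P11 MG; with equal totals the split was 101 to 271 and with the top 100 miRNAs 148 to 223, with B2m alone 249 to 120.
The miR-29 family, which rises as neural tissue matures, was higher in adult MG in 3 of 3 members, with a median log2 ratio of 3.04, and miR-29b with 2374 counts against 242 had the largest ratio.
The miR-30 family was at least 2 times higher in 5 of 5 members, with a median of 1.78, led by miR-30c with 18953 counts against 4303.
Both families kept this direction under every scaling tried, and their medians lay above 99.8% and 95.1% of matched random lists.
The miR-17-92 clusters, which act in proliferating progenitors, were at least 2 times lower in adult MG in 6 of 7 measured, with a median of -1.61, below under every scaling, and below 99% of random lists; miR-20a+miR-20b had 435 counts against 2241 and miR-106a+miR-17 370 against 1579.
Also among the 10 largest ratios, miR-23a, miR-365 and miR-338-3p, the last known from oligodendrocytes and neurons, were 5.27-, 4.98- and 5.12-fold higher in adult MG.
By the study's rule of more than 5000 counts and a difference over 10%, 22 miRNAs passed the level, of which 15 were higher in adult MG, 2 lower and 5 neither. With equal totals, where the level was applied again to the rescaled values, 8 were higher and 15 lower.

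**Figure D2:**
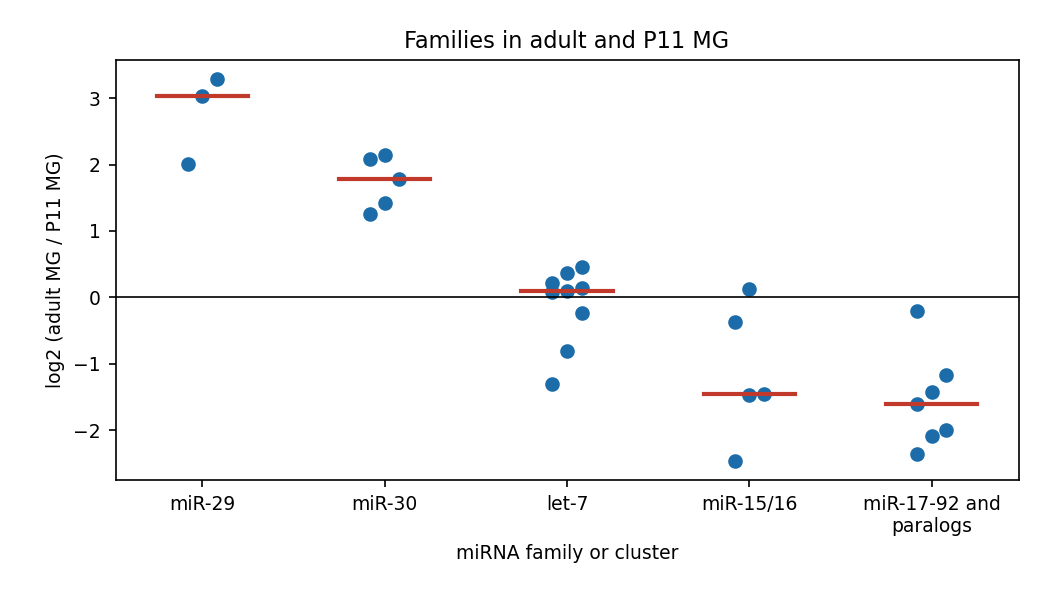
Log2 ratio of adult MG to P11 MG (y axis) of the measured members of 5 families or clusters (x axis), 1 point per miRNA probe with the median as a bar, 1 pooled sample per age. The miR-29 and miR-30 members lie above 0 and most of the miR-15/16 and miR-17-92 members below it; the let-7 median lies near 0 and is below 0 with equal totals, the top 100 miRNAs and the positive controls.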

Figure 3C shows a scatter plot comparing the miRNA levels of the two ages. All the miRNAs that are more highly expressed in the adult MG are highlighted in red in the scatter plot, and the ones that showed increases of more than 10% (cutoff 5,000 counts) are plotted as bar graphs in Fig. 3D. 

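miR-204 had 388057 normalized counts in adult MG and 114432 in P11 MG, 3.39-fold higher in the adult (interval 3.36 to 3.43). miR-125b-5p had 148857 and 34831 counts, 4.27-fold higher (4.20 to 4.35), and miR-181a 66322 and 33734, 1.97-fold higher (1.93 to 2.01). miR-9, which promotes neuronal differentiation and marks late progenitors, had 102433 and 103269 counts, a ratio of 0.992 whose interval (0.978 to 1.01) includes equal levels. With equal totals the ratio of miR-181a was below 1, and those of miR-204 and miR-125b-5p stayed above it under every scaling.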

Three of the top four miRNAs expressed in adult MG, miR-204, miR-125-5p and miR-181a, showed large increases in their expression between the P11 and adult, while miR-9, did not increase. In addition, many let-7 family members also increased between P11 and adult (Fig. 3D; Supplement Table 2). However, there were also miRNAs that declined as the MG mature, such as miR-16 and let-7i (cutoff 5,000 counts, decline >10%, Fig. 3E). These miRNAs might be relevant to earlier stages in MG development, since analysis of total retinal miRNA expression shows that they are more highly expressed in developing retina^10^.

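let-7e was 1.38-fold higher in adult MG, with 5147 counts against 3739, let-7g 1.29-fold with 21247 against 16479, let-7c 1.17-fold with 35556 against 30509, and let-7a 1.10-fold with 11041 against 10023. let-7b had 24506 and 22906 counts and let-7d 18056 and 17098, ratios of 1.07 and 1.06. The median log2 ratio of the 9 members was 0.10, with 0 at least 2 times higher and 1 lower, and it was below 0 with equal totals (-0.90), the top 100 miRNAs (-0.40) and the positive controls (-0.02). Other miRNAs that were higher in adult MG by the study's rule included miR-29a with 11837 counts against 1440, miR-720 with 32467 against 11971, miR-99a with 26913 against 13197 and miR-135a with 17430 against 9405 (lower with equal totals), besides miR-100, miR-22 and miR-30d, which were 3.30-, 2.95- and 3.43-fold higher.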

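let-7i had 3308 counts in adult MG and 8212 in P11 MG, a log2 ratio of -1.31, and miR-16, known to restrain the cell cycle, 9861 and 12739, a log2 ratio of -0.37 that was above 0 in no scaling but fell short of the 10% difference with B2m alone and Rpl19 alone. Below the level of 5000 counts, miR-15b had 1268 and 3509 counts and miR-15a 684 and 1880, and miR-322 135 and 750. The miR-15/16 family was at least 2 times lower in adult MG in 3 of 5 measured members, with a median of -1.46 that was below 0 under every scaling. miR-340-5p had 102 and 611 counts, and miR-146a, known from inflammation, 135 and 607. The paper proposes that miR-16 and let-7i might be relevant to earlier stages of MG development.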

### Changes of the miRNA profile of Müller glia *in vitro*

A great deal of what is known about glia comes from *in vitro* studies^6^,^7^,^26^,^27^,^28^, and so we were interested in defining the miRNA profile of MG grown in dissociated cultures and comparing this with that of acutely isolated MG. In order to investigate miRNA expression *in vitro*, we prepared dissociated cell cultures of MG as previously described^6^,^29^. With this protocol, confluent monolayers of MG can be produced from P11/12 mouse retina and after a single passage at 6 DIV, few neurons remain (Fig. 4A). After passage, MG do not proliferate and over time cell density decreases (Fig. 4B,C). We harvested RNA from these cultures at either 8 DIV or 14 DIV, and processed the RNA for NanoString quantitation of miRNAs, similar to the acutely isolated samples.

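The cultures were prepared from mice of P11/12 by the sample records, and each time point is 1 pooled sample of 20 retinas by its label and of 13 mice by the paper.
The sample titles give 14 and 8 DIV, whereas the age entries of the labels give 8 DIV for the sample titled 14 DIV and 14 DIV for that titled 8 DIV; the titles were followed.
The sample descriptions and the column names of the raw table give the same times as the titles.
Raw miRNA counts summed to 443623 at 8 DIV and 391918 at 14 DIV, with 186 miRNAs above background at 8 DIV; miR-125b-5p took 12.0% and 15.2% of them.
The housekeeping mRNAs differed between samples: Actb had 6150 raw counts at 8 DIV and 12624 at 14 DIV, B2m 7308 and 2934, Gapdh 698 and 652, and Rpl19 2216 and 1559, whereas B2m had 629 in P11 MG.
The scale factors were 0.837 and 0.768, below those of the fresh MG.
Relative to the deposited values, the log2 ratio of 14 DIV to adult MG shifts by 1.87 with equal totals, 0.64 with the top 100 miRNAs, 0.88 with the positive controls, 0.18 with Actb alone, 1.17 with Gapdh alone, -2.08 with B2m alone and -0.23 with Rpl19 alone.
The ratio of 14 DIV to P11 MG shifts by 0.87, 0.15, 0.77, 0.14, 1.08 and -1.74 with the first 6 of these in turn, and that of 14 to 8 DIV by 0.29, 0.43, 0.04, -0.92, 0.20 and 1.44, with 0.63 for Rpl19 alone.
In both cultured samples 16 miRNAs of the deposited table carried the value of another of the 16 when set against the raw counts, within 2 counts or 1 percent; they are miR-15a, miR-20a+miR-20b, miR-23a, miR-29a, miR-30d, miR-99b, miR-106a+miR-17, miR-124, miR-130a, miR-148a, miR-151-5p, miR-191, miR-210, miR-342-3p, miR-350 and miR-1937a+miR-1937b.
For these the value rebuilt from the raw counts, which are taken to be the miRNA's own, is given beside the deposited value.

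**Figure D3:**
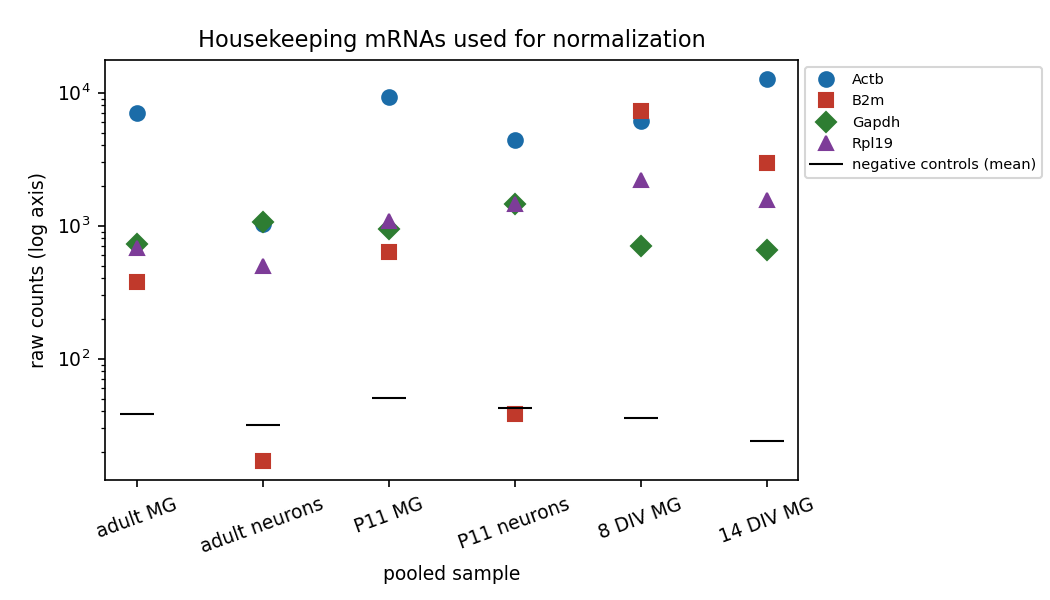
Raw counts (y axis, log scale) of the 4 housekeeping mRNAs used for normalization in the 6 pooled samples (x axis), with the mean of the negative controls as a dash. B2m lies at or below the negative controls in neurons and is highest at 8 DIV, and Gapdh varies least among the MG samples.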

Overall, the levels of miRNAs were similar in the two samples of MG that were maintained in culture (R^2^ = 0.9). 

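R2 between 8 and 14 DIV was 0.882 (interval 0.863 to 0.898) on log2 counts with 1 added, over all probes, 0.887 on the counts themselves, 0.799 over the 163 miRNAs with at least 50 counts in either sample and 0.919 with 10 added. Between cultured and fresh MG it was lower: 0.795 for P11 MG and 8 DIV, 0.766 for adult MG and 8 DIV, 0.704 for P11 MG and 14 DIV and 0.707 for adult MG and 14 DIV. miR-125b-5p, the highest miRNA of both cultures, had 44406 counts at 8 DIV and 45879 at 14 DIV, and miR-125a-5p 9247 and 8494.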

Figure 4D compares the levels of miRNAs from the 8 DIV MG with those from the 14 DIV sample. The miRNAs more highly expressed at 8 DIV are shown in black, while those more highly expressed at 14 DIV are in red. The plot shows that most of the highly expressed miRNAs decline over the culture period, with lower levels of expression in the 14 DIV MG. 

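Of 17 miRNAs with more than 5000 counts at either time, 11 were over 10% lower at 14 DIV and 4 higher, with the deposited as with the rebuilt values. Under the other scalings the cutoff was applied again to the rescaled values, so the miRNAs counted were not the same ones. With B2m alone the scale factors fell to 0.0726 at 8 DIV and 0.181 at 14 DIV, so fewer passed the cutoff. The numbers lower and higher were 15 and 15 with equal totals, 7 and 11 with the top 100 miRNAs, 16 and 5 with the positive controls, 26 and 1 with Actb alone, 12 and 9 with Gapdh alone, 2 and 9 with Rpl19 alone, and 0 and 3 with B2m alone. Over all miRNAs that differed, 240 were higher at 8 DIV and 126 at 14 DIV; the split was 208 to 176 with equal totals, 190 to 185 with the top 100 miRNAs, 316 to 55 with Actb alone, 160 to 199 with Rpl19 alone and 40 to 223 with B2m alone. miR-27a, miR-15b and miR-29b, below 5000 counts, were lower at 14 DIV: miR-27a had 3956 counts at 8 DIV and 1851 at 14 DIV, miR-15b 2965 and 774, and miR-29b 3500 and 667; miR-27a was higher at 14 DIV with B2m alone. miR-29a, listed at 1223 and 507 counts, had 7024 and 4285 when rebuilt.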

The highly expressed miRNAs, that show the greatest changes are plotted in Fig. 4E,F (>5,000 counts, increase or decrease >10%). 

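miR-204 had 41959 counts at 8 DIV and 30122 at 14 DIV, a ratio of 0.718 (interval 0.705 to 0.731). miR-9 had 23510 and 8891 counts, a ratio of 0.378 (0.367 to 0.390). Of the let-7 family, let-7i had 15719 and 5453 counts, a ratio of 0.347, let-7b 21647 and 13710, let-7d 10748 and 6561, let-7g 8712 and 4501, let-7c 23639 and 18830, and let-7a 7767 and 6327. miR-16 had 8497 and 3890 counts and miR-21 13261 and 11338. With B2m alone all of these except let-7i had ratios above 1. So did miR-204, let-7a, let-7c and miR-21 with Rpl19 alone, as did let-7a, let-7c and miR-21 with the top 100 miRNAs and miR-21 with equal totals. Others among the 10 lowest ratios were miR-132 with 717 and 157 counts, miR-335-5p with 1286 and 352, and miR-1224 with 1219 and 444.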

The miRNAs that decline the most over the culture period include miR-204, miR-9 and most members of the let-7 family. However, some miRNAs, like miR-720, miR-22, and miR-145, were substantially more highly expressed in the 14 DIV MG.

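miR-720 had 26303 counts at 14 DIV and 16759 at 8 DIV, 1.57-fold higher (interval 1.53 to 1.61). miR-22, known from senescence and from heart and blood cells, had 15032 and 13206, 1.14-fold higher (1.11 to 1.17), and miR-145, known from smooth muscle and other mural cells, 6972 and 629, 11.1-fold higher (10.1 to 12.2). miR-143, encoded in the same transcript as miR-145, had 2414 and 342 counts, and the pair of miR-199a arms, abundant in mesenchymal cells, had 1571 and 573 (miR-199a-5p) and 2450 and 1232 (miR-199a-3p). miR-365 was 2.37-fold higher at 14 DIV and miR-23b 1.59-fold. miR-23a was listed at 555 counts at 8 DIV and 485 at 14 DIV, and had 4890 and 5632 when rebuilt; with Actb alone miR-720, miR-22, miR-23b and the rebuilt miR-23a were lower at 14 DIV. The Dlk1-Dio3 miRNAs were at least 2 times higher at 14 DIV in 8 of 15 measured and 0 were lower, with a median log2 ratio of 1.00 that was -0.10 with Actb alone; with background raised 7 were higher and the median was 0.92.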

To compare the levels of miRNAs from MG maintained *in vitro* with those of the freshly isolated MG, we used a hierarchical clustering analysis (hclust; R). The results are shown as a heat map in Fig. 4G. Not surprisingly, the two samples from the MG maintained *in vitro* form a branch and the freshly isolated MG from the two ages comprise a second cluster. However, overall, the pattern of miRNA expression in the cultured cells and the freshly isolated cells is similar. 

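Clustering of the 80 miRNAs above 500 counts in at least 1 sample (hclust in R 4.3.3, complete linkage, Euclidean distance on log2 counts with 1 added) put 8 and 14 DIV on a branch of their own. The distance between them was 9.48, that between P11 and adult MG 13.1, and those between cultured and fresh MG 20.9 (P11 and 8 DIV), 23.1 (adult and 8 DIV), 25.2 (P11 and 14 DIV) and 27.6 (adult and 14 DIV). The cultured samples formed a branch also with average linkage, with 1 minus the Pearson correlation, over all miRNAs and with rebuilt values.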

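With the tree divided into 5 groups, the highest group held 12 miRNAs, among them miR-204, miR-125b-5p, miR-9, miR-99a, miR-181a, miR-720, miR-16 and let-7a to let-7d and let-7g, with a median of 29690 counts in adult MG, 20002 in P11 MG, 13753.5 at 8 DIV and 7726 at 14 DIV. A group of 5 held miR-145, miR-143, both miR-199a arms and miR-221, with medians of 1 count in adult and P11 MG, 573 at 8 DIV and 2414 at 14 DIV. miR-21 fell in a group of 8 with miR-22, let-7i, miR-125a-5p, miR-27a and 3 miRNAs whose culture values were exchanged (miR-210, miR-15a and miR-124); with rebuilt values it fell in a group of 28. A group of 23 with medians of 653, 328, 245 and 147 counts held miR-146a, and a group of 32 with medians of 2492, 1481, 1018 and 700 held miR-148a, miR-106a+miR-17, miR-191 and miR-20a+miR-20b. In culture miR-146a had 1178 counts at 8 DIV and 1154 at 14 DIV, higher than in either fresh sample. At 14 DIV miR-148a was listed at 872 counts (507 rebuilt), miR-106a+miR-17 at 412 (209), miR-20a+miR-20b at 610 (176) and miR-191 at 2152 (485), against 1553, 1579, 2241 and 863 in P11 MG. Thus miR-191 was higher at 14 DIV than in P11 MG in the deposited and lower in the rebuilt values.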

The miRNAs are clustered into five groups: (1: turquoise) The most highly expressed miRNAs in all samples, which are primarily made up of the mGliomiRs and the shared miRNAs; (2, gray) a cluster of miRNAs not expressed *in vivo*, but with very high expression levels in the cultured MG; (3: black) a “cluster” with miR-21 alone, which is moderately expressed *in vivo* but increased substantially *in vitro*; (4: pink) a cluster with miRNAs expressed at low levels in the FAC-sorted MG and which decline further *in vitro* (including miR-146a, miR-20a+b) and lastly (5: purple) a cluster of miRNAs that are moderately expressed in freshly isolated samples and also decline *in vitro* (including miR-148a, miR-106/miR-17, and miR-191).

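Normalized miRNA counts summed to 1064430 in adult MG, 534375 in P11 MG, 356921 at 8 DIV and 292006 at 14 DIV, or 50.2%, 33.5% and 27.4% of adult MG for the last 3. The raw counts at 8 and 14 DIV, before scaling by the housekeeping mRNAs, were closer to those of P11 MG. In the data set of the MG samples, 33 miRNAs had more than 2000 counts in adult MG. The scale factor of adult MG was 1.57 there and 0.863 in the data set with the neurons, where 23 miRNAs passed this cutoff. Of the 33, 28 were lower at 8 DIV and 30 at 14 DIV, the latter number 29 with rebuilt values and 24 with the positive controls. A high level in adult MG was part of the choice of these miRNAs. The miR-181 family, known from retinal neurons and lymphocytes, was at least 2 times lower at 14 DIV than in P11 MG in 3 of 3 members, with a median log2 ratio of -3.08 that was below 0 under every scaling, and the miR-17-92 clusters in 7 of 7, with a median of -1.94 (-2.26 rebuilt), also below 0 throughout. By contrast, 6 of 7 measured miRNAs of a list for p53, stress and senescence were at least 2 times higher and 0 lower, with a median of 2.73 that was above 0 under every scaling and above 99% of matched random lists. Among these miR-34a, a p53 target, had 558 counts at 14 DIV and was at background in P11 MG, at least 8.72-fold higher. The p53 list shares 1 member with a list of mural and mesenchymal miRNAs and 1 with a list of microglia and leukocyte miRNAs.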

The heat map also showed that the overall level of miRNA expression is lower in the cultured samples, when compared with the freshly isolated MG. This is shown more clearly in the scatter plots of P11 MG and MG cultured for 14 days (Fig. 5A). 

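Among miRNAs that differed between P11 MG and 14 DIV, 276 were higher in P11 MG and 102 at 14 DIV, so that 73.0% were higher in P11 MG. These counts take in differences of any size, also of miRNAs at background. The paper does not state by what rule its own numbers were counted, so they may not be alike. The split was 232 to 157 with the positive controls, 224 to 168 with equal totals, 201 to 180 with Gapdh alone and 331 to 35 with B2m alone. Of differences of at least 2 times, at any level, 212 were higher in P11 MG and 69 at 14 DIV. Counting differences of any size, the split was 133 to 64 among miRNAs with at least 50 counts in either sample. With a floor at background it was 111 to 59. Higher in P11 MG were miR-335-5p with 2662 counts against 352, and miR-96 and miR-183, known from photoreceptors, with 668 against 93 and 569 against 92. In P11 MG these photoreceptor miRNAs stood at 2.18% (miR-96) and 2.51% (miR-183) of their level in P11 neurons. Their counts there could include neuronal RNA carried into the MG fraction, which was not tested at P11.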

There were over twice as many miRNAs more highly expressed in the P11 sample (209) than in the 14 DIV sample (99). 

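Between adult MG and 14 DIV, 279 miRNAs were higher in adult MG and 96 at 14 DIV (74.4% in adult MG). With equal totals the split was the reverse, 167 to 221; it was 254 to 132 with the top 100 miRNAs, 233 to 152 with the positive controls, 215 to 171 with Gapdh alone and 326 to 37 with B2m alone. miR-30c had 1736 counts at 14 DIV and was 0.0916 times adult MG, and miR-335-5p was 0.0779 times adult MG. The miR-181 family had a median log2 ratio of -3.79 to adult MG, below 0 under every scaling; miR-181c had 51 counts at 14 DIV and 717 in adult MG.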

A similar relationship is seen when the adult MG miRNAs are compared with MG after 14 DIV (P11 + 14 DIV that corresponds to adult MG in age, Fig. 5B). The miRNAs more highly expressed in P11 or adult MG are highlighted in red. 

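At 8 DIV 255 miRNAs were lower than in P11 MG and 116 higher, and 263 were lower than in adult MG and 114 higher. Of the miRNAs that differed, 68.7% were lower than in P11 MG, against 48.5% with the positive controls, 53.5% with equal totals, 34.4% with Actb alone, 42.5% with Gapdh alone, 80% with Rpl19 alone and 95.5% with B2m alone. For adult MG the share was 69.8%, and 51.7%, 34.8%, 45.9%, 48.0%, 80.4% and 95.5% with the same scalings in turn. miR-204 and miR-9 were 0.367 and 0.228 times their P11 level at 8 DIV, miR-181a with 4744 counts 0.141 times, miR-135a with 2496 counts 0.265 times and miR-99a with 4025 counts 0.305 times, while miR-125b-5p was 1.27 times and miR-100 with 2498 counts 1.08 times, the pair below 1 with Rpl19 alone and B2m alone and miR-100 also with the top 100 miRNAs. The log2 ratio of 8 DIV to P11 MG shifts by 0.73 with the positive controls, 0.58 with equal totals, 1.06 with Actb alone, 0.89 with Gapdh alone, -0.60 with Rpl19 alone and -3.19 with B2m alone.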

Interestingly, the decline in most miRNAs *in vitro* started already within the first week *in vitro* (Supplemental Fig. 3). The bar graphs in Fig. 5C show the top 7 miRNAs that were highly downregulated in culture (as compared to either P11 or adult MG, cutoff 20,000 counts, >10% decline). For example, miR-204, miR-9, and miR-181a, the most highly expressed miRNAs in MG, showed the greatest decline *in vitro*, together with some members of the let-7 family. miR-125-5p and miR-720 are miRNAs which further increased with maturation *in vivo* and also increased their levels *in vitro,* although these levels were lower than those of freshly isolated adult MG (Fig. 5C’). 

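At 14 DIV miR-204 was 0.263 times its level in P11 MG and 0.0776 times that in adult MG, and miR-9 0.0861 and 0.0868 times. miR-181a had 3978 counts and was 0.118 and 0.0600 times the P11 and adult levels. These 3 ratios stayed below 1 under every scaling. Of the other mGliomiRs, miR-99a had 3604 counts and miR-135a 1223 at 14 DIV, 0.273 and 0.130 times P11 MG, and miR-100 2393, 1.03 times P11 MG with an interval (0.955 to 1.12) that includes equal levels. miR-125b-5p was 1.32 times its level in P11 MG at 14 DIV, below 1 with B2m alone, and 0.308 times that in adult MG, above 1 with equal totals. miR-720 was 2.20 times the P11 level, below 1 with B2m alone, and 0.810 times the adult level, above 1 with equal totals (2.95), the top 100 miRNAs (1.27), the positive controls (1.49), Gapdh alone (1.82) and, chosen after the data were seen, the ligation controls (1.18).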

We were specifically interested in the let-7 family of miRNAs, due to the recent demonstration that these are regulated in MG during regeneration in the zebrafish. Several members of the let-7 family, let-7c, let-7b, let-7d, and let-7g were among the most highly expressed miRNAs in P11 or adult MG. Most of them (except let-7e and let-7i) were substantially reduced in the cultured MG when compared with the P11 or adult MG *in vivo* (see heat map), and declined in the cultured 14 DIV MG (Fig. 5D). 

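Against P11 MG the ratios at 14 DIV were 0.273 for let-7g, 0.384 for let-7d, 0.599 for let-7b, 0.617 for let-7c, 0.631 for let-7a, 0.664 for let-7i and 0.678 for let-7f. let-7e had 3758 counts, a ratio of 1.01 whose interval (0.944 to 1.07) includes equal levels. Against adult MG they were 0.212 for let-7g, 0.363 for let-7d, 0.530 for let-7c, 0.559 for let-7b, 0.573 for let-7a, 0.796 for let-7f and 0.730 for let-7e, and let-7i was 1.65-fold higher at 14 DIV, though lower with B2m alone. With equal totals let-7g alone of these stayed below its adult level.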

In zebrafish, let-7 represses the reprogramming of the MG that leads to regeneration, and an increase in the let-7 inhibitor, Lin28, is required for regeneration in zebrafish^4^. The reduction in let-7 levels that occurs in dissociated culture of MG is consistent with the recent observation that mouse MG can be reprogrammed to neurogenic progenitors and neurons *in vitro* more effectively than *in vivo*^6^,^9^.

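Of 9 measured let-7 members, 2 were at least 2 times lower at 14 DIV than in P11 MG and 0 higher, with a median log2 ratio of -0.70; the median was above 0 with equal totals (0.18), the positive controls (0.07) and Gapdh alone (0.39). Against adult MG the median was -0.80, above 0 with equal totals (1.06), the positive controls (0.08) and Gapdh alone (0.37), and 2 members were at least 2 times lower and 0 higher. From 8 to 14 DIV it was -0.59, above 0 with B2m alone (0.84) and Rpl19 alone (0.04), with 1 member, let-7i, at least 2 times lower. Among random lists matched on level, the median to P11 MG lay at the 49.9th percentile and that to adult MG at the 72.9th. The median from 8 to 14 DIV lay at the 16.5th. From the lower let-7 levels in culture and the role of let-7 in zebrafish, the paper relates the reduction to the more effective reprogramming of mouse MG *in vitro*.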

However, while most miRNAs declined in cultured MG, some showed large increases, such as miR-22 and miR-23a (Fig. 5E, cutoff 5,000 counts, increase >10%). Moreover, there were two miRNAs (miR-21 and miR-145) and three miRNAs (miR-199a-3p/5p and miR-143), which were not or barely expressed *in vivo* (<500 counts), but increased dramatically *in vitro* (over 6,900 and over 1,500 counts respectively, Fig. 5F).

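miR-22 was 6.65-fold higher at 14 DIV than in P11 MG (interval 6.26 to 7.05) and 2.25-fold higher than in adult MG, the latter below 1 with B2m alone. miR-23a, at 858 counts in P11 MG and 4518 in adult MG, was lower at 14 DIV in the deposited values, by a log2 ratio of -0.82 to P11 MG and -3.22 to adult MG. With the rebuilt values it was 6.56-fold higher than in P11 MG and 1.25-fold higher than in adult MG, the latter below 1 with B2m alone. miR-29a was likewise 0.352 times P11 MG as deposited and 2.98 times when rebuilt, and 0.0428 and 0.362 times adult MG. The miR-23/27/24 clusters, known from vascular and activated glial cells, were at least 2 times higher at 14 DIV than in P11 MG in 4 of 5 members (5 rebuilt). Their median log2 ratio was 2.01 (2.58 rebuilt) and was above 0 under every scaling. With background raised in the deposited values, which hold the exchanged miR-23a, 3 were higher and the median was 1.12. In these clusters miR-23b had 1701 counts against 284 and miR-24 597 against 78. The genes of miR-23a, miR-27a and a miR-24 lie within 10 kb on chromosome 8 (GRCm38.p6).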

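miR-21, a miRNA of reactive and proliferating cells whose gene lies in Vmp1 on chromosome 11 (GRCm38.p6), had 486 counts in adult MG and 649 in P11 MG, and was 17.5-fold higher at 14 DIV than in P11 MG (interval 15.8 to 19.4) and 23.3-fold higher than in adult MG. miR-145 had 37 counts in P11 MG and 39 in adult MG, at background in both, and was at least 109-fold higher at 14 DIV than in P11 MG. miR-199a-3p was at least 38.3-fold, miR-143 at least 37.7-fold and miR-199a-5p at least 24.6-fold higher than in P11 MG, where they had 4, 1 and 1 counts. The genes of miR-143 and miR-145 lie in Carmn on chromosome 18, and that of a miR-199a in Dnm3os on chromosome 1. miR-221, known from endothelial and smooth muscle cells, had 539 counts at 8 DIV and 457 at 14 DIV and was at background in fresh MG, at least 7.14-fold higher at 14 DIV than in P11 MG. Of a list of mural and mesenchymal miRNAs, 9 were on the panel and 1 was not; 6 of 7 measured were at background in P11 MG, and with background raised 4 of the 7 were at least 2 times higher at 14 DIV than in P11 MG.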

Figure 5G summarizes the changes in the miRNA profile of MG *in vitro* (8 DIV + 14DIV) compared with freshly isolated MG (P11 + adult), as a function of the category of expression. 

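Each of the 7 mGliomiRs was scored in the 4 comparisons of a cultured with a fresh sample, and 24 of 28 scores (85.7%) were lower in culture.
With rebuilt values, which concern miR-23a, 20 of 28 (71.4%) were lower.
For the 15 shared miRNAs 48 of 60 scores were lower (80%), and 46 (76.7%) with rebuilt values.
For 14 DIV against adult MG alone the shares were 100% of the mGliomiRs, or 6 of 7 with rebuilt values, and 86.7% of the shared miRNAs, 13 of 15 also with rebuilt values.
With equal totals the shares were 64.3% and 38.3%; with the positive controls the share of the shared miRNAs was 45%, with Gapdh alone 41.7% and with Actb alone 50%.
The median log2 ratio of 14 DIV to adult MG was -3.22 over the mGliomiRs (-2.90 rebuilt), with 7 of 7 at least 2 times lower (6 rebuilt), and -1.34 over the shared miRNAs, with 8 of 15 lower and 1 higher and 0.52 with equal totals.
The study chose both lists on the fresh samples, and a high level there was part of the choice.

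**Figure D4:**
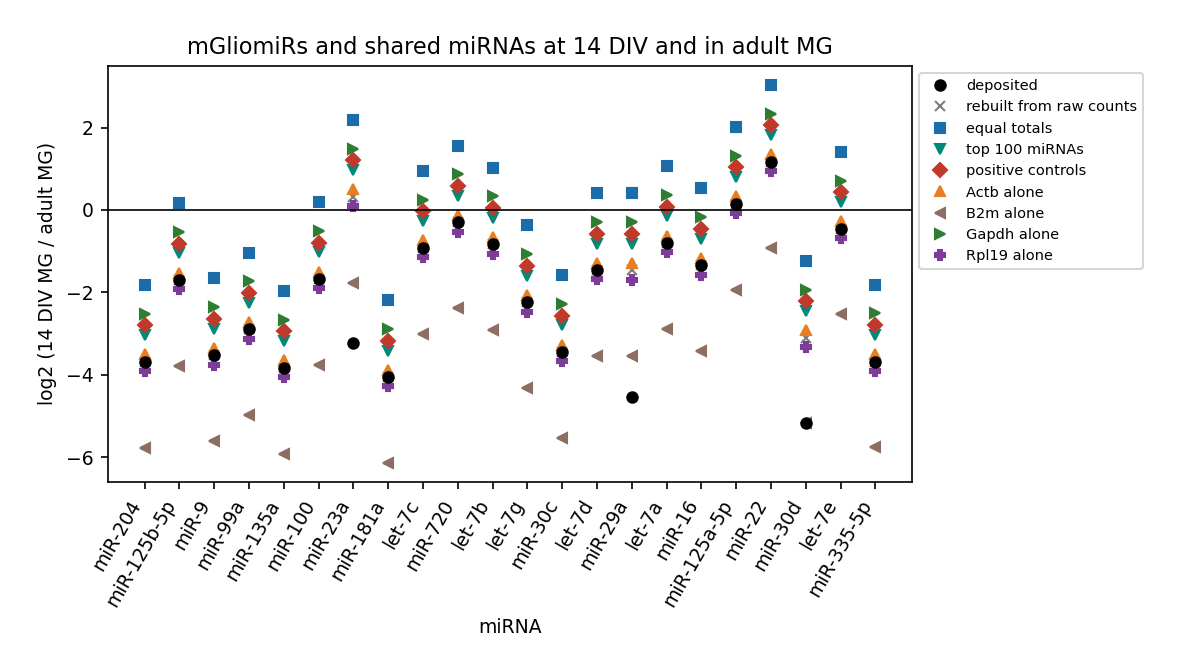
Log2 ratio of 14 DIV to adult MG (y axis) of the 7 mGliomiRs and the 15 shared miRNAs (x axis), 1 symbol per scaling, 1 pooled sample per condition. miR-204, miR-9, miR-135a and miR-181a lie below 0 under every scaling, most of the let-7 members, miR-16 and miR-720 lie on either side of 0, and the deposited values of miR-23a, miR-29a and miR-30d lie apart from the rebuilt ones.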

*In vitro*, 72% of all mGliomiRs and 79% of all shared miRs declined (range of decline is given in brackets). Only 28% of all mGliomiRs (i.e., miR-23) and 21% of all shared miRs increased. 

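The 4 mGliomiR scores not lower in culture were miR-125b-5p and miR-100 against P11 MG, at 8 and at 14 DIV; with rebuilt values miR-23a was not lower in all 4 comparisons, which makes 8. Of the shared miRNAs 12 scores were not lower: miR-125a-5p and miR-22 in every comparison, and miR-720 and let-7e against P11 MG; with rebuilt values miR-29a against P11 MG made them 14. miR-125a-5p was 1.17-fold higher at 14 DIV than in P11 MG and 1.11-fold higher than in adult MG, the former below 1 with B2m alone and the latter with B2m alone and Rpl19 alone. The paper states the remaining share of each category as those that increased *in vitro*.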

Interestingly, a few miRNAs barely expressed in MG *in vivo* (<40 counts), increased substantially in cultured MG (>1,500 counts).

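By the limits of fewer than 40 counts in P11 and adult MG and more than 1500 at 14 DIV, 4 miRNAs passed: miR-143, miR-145, miR-199a-3p and miR-199a-5p. Against adult MG they were at least 46.6-, 135-, 47.3- and 30.3-fold higher at 14 DIV in the same order. At 8 DIV their counts lay between those of fresh MG and 14 DIV, and miR-199a-3p was the highest of them there.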

## Discussion

Since MG represent only 2–3% of the retina, we optimized methods for purifying the cells with FACS to identify the miRNAs expressed in MG. Using the Rlbp-CreER: tdTomato mice, which has been shown to selectively label MG and no other retinal cell^30^,^31^, we are able to prepare populations of MG that are over 90% pure, similar to levels observed with MACS sorting^16^, and an improvement over previous FACS purified MG using other mouse lines^32^. To assess miRNA expression in the FACS purified cells, we pooled cells from at least 40 retinas. The RNA from both the sorted tdTomato^+^ cells (MG) and the tdTomato^–^ cells (neurons, 90% rods) was then subjected to NanoString nCounter^®^ analysis. Although there are now many platforms for characterizing miRNA expression, NanoString quantitation is somewhat better than microarrays in accuracy and reproducibility (R^2^ = 0.99 and R^2^ = 0.91 respectively), and similar in sensitivity to RT-qPCR^14^, for review see^33^. In addition, the NanoString assay can accurately discriminate miRNAs with similar sequences, such as members of the let-7 family^15^ and does not require amplification.

The results we obtained for purified MG and neurons using NanoStrings were consistent with those obtained for total retina using microarray-based quantitation^10^,^12^; of the 78–408 miRNAs assayed, between 60% and 81% (respectively) of the highly expressed miRNAs in our samples, were also expressed at high levels in these reports. Seven out of 10 miRNAs that were not expressed in the total retinal samples^12^, were also not expressed in our study of purified MG. However, since we separated the MG from the rest of the retinal cells, we can now assign specific miRNAs either to MG or the retinal neurons. For example, miR-125b has been previously reported to be expressed in the retina, but was not known to be specifically expressed in the MG^10^,^12^,^34^. Thus, our results compare well with other techniques for evaluating levels of miRNAs in the retina. The ability to use NanoStrings to evaluate miRNAs in relatively small amounts of RNA thus allows the capability to use FACS-purified populations, and potentially to profile the various subtypes of ocular neurons.

One of the most highly expressed miRNAs in MG, but not in the neuronal cells, is miR-204. Previous studies have shown that this miRNA is expressed in the lens, the ciliary epithelium, and the retina^34^,^35^,^36^,^37^, in cells of the INL^37^,^38^, though it had not previously been localized to the MG. 

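Of the miRNAs that the study names for the RPE, miR-211 had 250 normalized counts in adult MG and 11181 in neurons; its gene lies in Trpm1 on chromosome 7 (GRCm38.p6), the paralog of the gene that holds miR-204. miR-221 with 26 counts in MG and miR-222 with 1 were at background in both adult fractions, so no ratio is given for them. Of miR-204, miR-211, miR-221 and miR-222, 2 were measured in the adult fractions, 1 at least 2 times higher in MG (miR-204) and 1 lower (miR-211).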

Although miR-204 is expressed in MG, RPE cells and ciliary epithelial cells, it is unlikely that the MG in our study was contaminated by RPE or ciliary epithelial cells, since (1) the FACS-sorted tdTomato^+^ cells in our samples were Sox2^+^ and this is not expressed in either the RPE or ciliary epithelium and (2) miRNAs miR-211, miR-222, and miR-221, are highly expressed in the RPE^39^, but were not highly expressed in the MG-fraction in our study. Thus, miR-204 appears to be expressed in non-neuronal cells in the eye. It will be interesting to determine whether this miRNA has similar targets/functions in the diverse types of non-neuronal retinal cells.

Our data also indicate that some miRNAs might serve general functions for glia. Two of the three most highly expressed miRNAs in the MG are also expressed highly in other types of glia. Next to miR-204, the next most highly expressed MG miRNAs (with less than 20% expression in neurons) were miR-125b, and miR-9. These two miRNAs are also highly expressed in P7 FAC-sorted astrocytes of the forebrain, along with several others of the most highly expressed mGliomiRs (miR-99a, miR-204, miR-135a) and shared miRs (miR-720, let-7b, miR-29a, and miR-30d)^40^. A role for miR-125b and miR-9 has been described for retinal development, particularly in the transition from early (non-gliogenic) to late (gliogenic) progenitors^41^, as well as its role during neurogenesis^42^,^43^. This appears to be true for other regions of the CNS as well, where miR-125b is important for astrocyte development^40^,^44^,^45^,^46^, oligodendrocyte progenitors^47^, and even Schwann cell development in the PNS^48^. Moreover, miR-9 is also required for Bergmann glia development in the cerebellum^49^. Thus, miR-125 and miR-9 appear to have general roles in neural progenitors to convey competency to generate glia.

Do these miRNAs have a role in mature glia? There is much less known about the roles of miRNAs in mature glia. In glioma-derived stem cells, low miR-125 levels lead to increased proliferation due to a change in Lin-28, a target of miR-125b^50^. For the other mGliomiRs, miR-135a^40^,^51^, miR-23a^45^, and miR-99a^40^ have been reported in astrocytes as well as for Schwann cells in the sciatic nerve along with miR-100^48^, indicating that these miRNAs could be common among glia. However, it appears, that every glia type also has a specific highly expressed set of miRNAs, which may contribute to their unique patterns of gene expression.

As noted above, many studies of glia are carried out *in vitro,* but it is not known whether cultured glia are similar to freshly isolated cells with regard to their miRNA profile. Although the cluster analysis demonstrates that the pattern of expression of miRNAs are comparable between freshly isolated MG and cells cultured for one or two weeks, nearly all of the miRNAs that are highly expressed in adult MG *in vivo* were down-regulated *in vitro* within 2 weeks. miRNA expression levels are reduced by as much as 90%, and this occurs as early as 8 DIV, regardless of whether housekeeping genes or 5S ribosomal RNA^52^ are used for normalization. Several previous reports have documented many changes in the profiles of mRNA expression and proteome in cultured MG, compared with the values present in freshly isolated MG^16^,^29^,^53^. Therefore, some of these differences may be due to the changes in miRNAs that occur as the cells adapt to *in vitro* conditions. The widespread reduction in miRNAs that we observe in the cultured MG, as compared with the freshly isolated cells, may relate to the observation that decreased cell contact in a monolayer of cells leads to a reduction in miRNA biogenesis *in vitro*^52^.

Although the majority of miRNAs are expressed at lower levels in the cultured MG, when compared with those *in vivo*, some miRNAs were expressed at higher levels in the cultured cells. One of the miRNAs we found upregulated by over 90% is miR-21, which has been reported to be increased in reactive astrocytes after lesion^54^,^55^ or in glioma^56^. Interestingly, an over-expression study showed miR-21 is implicated in glial hypertrophy^55^. It is possible that the increase in MG size observed *in vitro* is also a result of the increases in miR-21, but future experiments will be needed to test this hypothesis. Another cluster that is highly up-regulated in the cultured MG is miR-143/145. miR-143/145 along with miR-199a (another miRNA that is more highly expressed in cultured MG but absent in MG *in vivo*) have been recently reported to be highly expressed in cultured MG from P8 mice^25^. Moreover, spinal cord injury also induces an increase in miR-145 in astrocytes^57^. Along with these studies of spinal cord injury, miR-145, together with miR-199a, has been reported to play a role in glial tumors, inhibiting migration^58^,^59^, proliferation^60^, and astrogliosis^57^. Interestingly, miR-199a is also reported to block MeCP2 function in the DGCR/Drosha complex^61^. Since MeCP2 is also part of the REST/CoREST complex that regulates the non-neuronal cell state^62^, this could explain the observation that cultured MG often downregulate the expression of mature MG markers such as Cralbp, GS or GLAST.

In summary, our study has for the first time produced a miRNA profile for mature and young MG *in vivo* and MG *in vitro*. We have defined a set of miRNAs that are specific to the MG (with low to no expression in neurons), as well as identified those miRNAs that are shared between retinal neurons and MG. Many of the miRNAs that are highly expressed in MG are also expressed at high levels in astrocytes, and since astrocytes and MG share many of the same genes^32^, it is possible that miRNA targets are also shared between these two types of glia. Deletion of Dicer1 in astrocytes leads to an increase in genes associated with developing cells and a reduction of mature astrocyte markers, like GLAST or Aquaporin4^63^, and it will be interesting to determine whether loss of miRNAs in MG will lead to a similar phenotype.

## Methods

### Animals

All mice were housed at the University of Washington and all experiments were carried out in accordance with University of Washington Institutional Animal Care and Use Committee approved protocols (UW-IACUC). *Rlbp1-CreERT2* mice were derived from plasmid described by Vázquez-Chona *et al*.^17^ and were crossed to *R26-stop-flox-CAG-tdTomato* mice (Jackson Laboratories, also known as Ai14) and will be henceforth referred to as *Rlbp-CreER: Stop*^*f/f*^*-tdTomato* or wild type (wt). For the photoreceptor-Müller glia dual reporter mouse, *Rlbp-CreER: Stop*^*f/f*^*-tdTomato* mice were crossed to *Nrl-GFP* mice (gift from Dr. Swaroop^19^). Genotyping was done using the primers listed in Supplement Table 4. Tamoxifen (Sigma) was administered intraperitoneally at 75 mg/kg in corn oil at P9 + 10 for the P11 analysis and for two consecutive days at ages P > 21 for the adult assay.

### Fluorescence activated cell sorting (FACS)

We dissociated the retinas of 20 mice and removed the ciliary epithelium (CE, Supplement Fig. 2H, line), RPE and the optic nerve and washed the tissue several times. All retinas were confirmed for successful recombination under the fluorescence microscope. For one sort, 6–10 retinas were pooled and dissociated in DNase/Papain (75 μl/750 μl respectively, Worthington) for 20 min at 37 °C on the shaker, triturated, mixed with Ovomucoid (750 μl) to stop digestive reactions, centrifuged for 10 min at 300 × g and resuspended in 600 μl DNase/Ovomucoid/Neurobasal solution (1: 1: 10 respectively, Gibco) per retina. Before sorting cells were filtered through a 35 μm filter to avoid cell clumps. Cells were sorted using an 80 micron nozzle and collected into two separate chilled tubes, one for the tdTomato^+^ MG and one for the tdTomato^−^ neurons. Debris was excluded from the sort and only all events in gate P1 were sorted (Supplement Fig. 1A). Cells with the brightest fluorescence were found in gate P3 (“positives” (+), MG fraction), cells with no fluorescence in gate P2 (“negatives” (−), neuronal fraction, Supplement Fig. 1A’), everything in between was excluded. Samples were collected in bovine serum albumin (BSA) coated tubes containing Neurobasal medium. Cell sorts were performed using of BD Aria III cell sorter (BD Bioscience). After collection, the tdTomato^+^ MG fraction and the tdTomato^−^ fraction were post-sorted to validate purity. In addition, one drop of each condition was plated on coverslips and evaluated with regard to purity. All other cells were spun for 10 min at 300 × g at 4 °C, the pellet was homogenized in Qiazol and stored at −80 °C (Qiagen).

### Müller glia primary culture

Müller glia were dissociated (see above) from a total of 20 postnatal day (P) 11/12 mice (3 independent cultures of 5, 8 and 7 mice) and grown in Neurobasal medium supplemented with N-2, tetracycline-free 10% fetal bovine serum (FBS, Clontech), and epidermal growth factor (EGF, R&D Systems, 100 ng/mL) as described previously^29^. After 6 days *in vitro* (DIV), cells were passaged and two day later either used for the 8 DIV sample or kept for another week in normal medium.

### Fixation, Sectioning, and Immunofluorescent Labeling

Eyes were fixed in 4% paraformaldehyde (PFA) for 30–60 min, treated with 30% sucrose in phosphate buffered saline (PBS) overnight, embedded in OCT embedding medium and cross sectioned in 12 μm thick sections. MG co-cultures were fixed with 2% PFA. For immunofluorescent staining, cells were incubated in blocking solution (5% milk block: 2.5 g nonfat milk powder in 50 mL PBS; with 0.5% Triton-X100) for 1 h at RT. Primary antibodies (Supplement Table 5) were incubated in 5% milk block overnight, secondary antibodies (Invitrogen/Molecular Probes, and Jackson ImmunoResearch, 1:500–1,000) for 1 h at RT and counterstained with 4,6-diamidino-2-phenylindole (DAPI, Sigma, 1:1,000). EdU labeling was carried out using Click-iT EdU Kit (Invitrogen).

### RNA purification and Reverse Transcriptase Quantitative PCR (RT-qPCR)

The sorts of 40 retinas and of 2 independent primary cultures were pooled for the RNA-purification. RNA was extracted and purified with a miRNeasy Micro Kit in accordance with manufacturer’s instructions (Qiagen). For miRNA RT-qPCR, cDNA stem-loop RT primers were used to produce cDNA for specific miRNAs^64^,^65^. Primers are shown in Supplement Table 6. RT-qPCR was performed using SsoFast EvaGreen Supermix (Bio-Rad) on a Bio-Rad Thermocycler for the MG-enriched and the neuronal FAC-sorted fractions. Reactions were run in triplicates or duplicates for RT or –RT samples. Values were normalized to *5sRNA* and or β*-actin*. Delta delta C_t_ between adult and young MG were calculated and were expressed together with the standard deviation (S.D.).

### NanoString Technologies^®^ to profile miRNAs

NanoString nCounter^®^ was used for miRNA expression analysis. DNA sequences called miRtags were ligated to the mature miRNAs through complementary oligonucleotides with sequence-specific binding (bridges). All excess tags and bridges were removed, resulting in sequence-specific tagging of mature miRNAs. The miRtagged mature miRNA was then hybridized to a probe pair (reporter probe and capture probe) in the standard nCounter gene expression array workflow. 200 ng of total RNA per sample (33 ng/μl, n = 20 mice for adult MG, n = 16 mice for P11 MG, n = 13 mice for cell culture, pooled samples) was submitted for NanoString analysis, performed at the Fred Hutchinson Cancer Center in Seattle, WA, USA. NanoString data was analyzed using nSolver 2.6 software. The data represents counts of molecules normalized against 4 housekeeping genes (β*-actin*, *GAPDH*, *Rpl19*, and *B2m*), 8 negative controls, and 6 positive controls that were run simultaneously with the samples.

### Microscopy, Cell Counts, and Statistical Analysis

Live imaging was performed using Zeiss Observer D1 with Axio-Cam. Fixed cells were analyzed by Olympus FV1000 confocal microscope. For cell cultures/plated cells, six random fields per coverslip, at 200x magnification were counted for every condition. For retinal cross sections, two areas/section with 625 μm × 625 μm dimension at 200x magnification, 4 optical sections of 2 μm thickness, for 5 non-consecutive sections per mouse, of 6 adult or 4 young mice were counted. Values are expressed as mean ± standard deviation (S.D.). Statistical analyses were performed by Student’s t-test for independent samples combined with Levene’s test for equality of variances. Holm-Bonferroni method was used to correct for multiple comparisons.

## Additional Information

**How to cite this article**: Wohl, S. G. and Reh, T. A. The microRNA expression profile of mouse Müller glia *in vivo* and *in vitro*. *Sci. Rep.* **6**, 35423; doi: 10.1038/srep35423 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
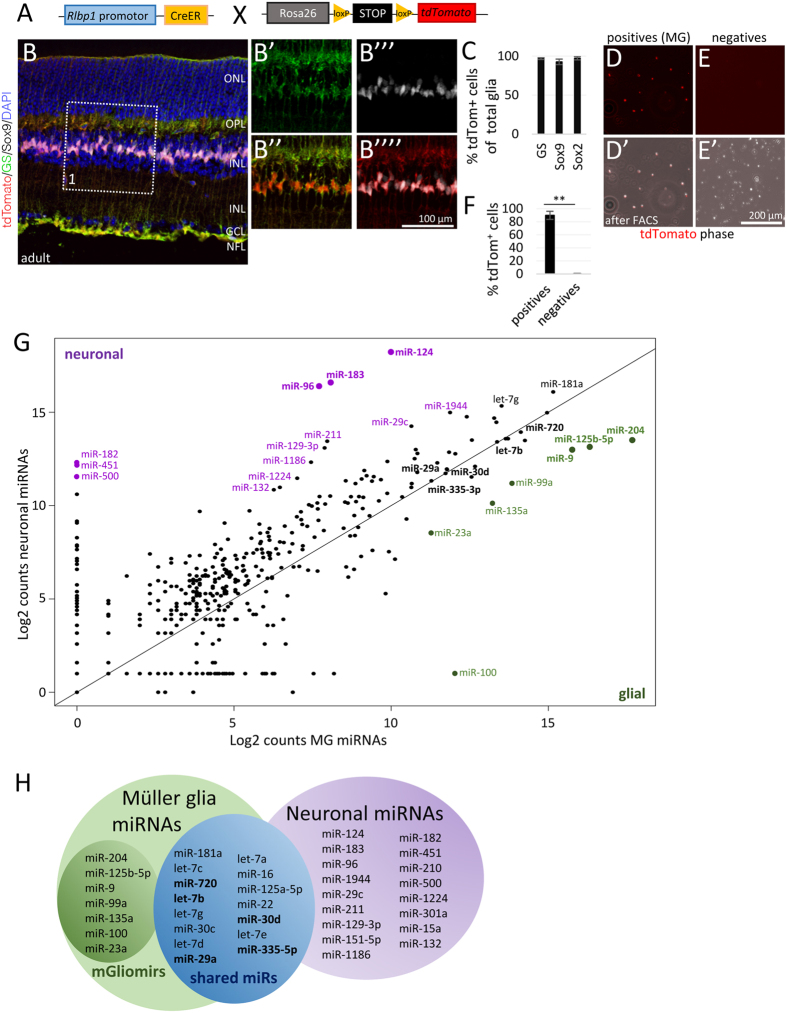
RlbpCreER: Stop^f/f^-tdTomato mice to isolate Müller glia (MG) and to identify glial and neuronal miRNAs. (**A**) Schematic of Rlbp-CreER: Stop^f/f^-tdTomato genotype. (**B**-B””_ Immunofluorescent stainings with antibodies against tdTomato (tdTom), glutamine synthetase (GS), and Sox2 as well as DAPI nuclear labeling. (**C**) Relative numbers of tdTomato^+^ MG co-expressing either GS, Sox9, or Sox2 of the total number of GS, Sox9 or Sox2^+^ glia in the INL, n = 6 mice. (**D,E**) Live images of plated tdTomato^+^ cells (MG, (**D**) D’) and tdTomato^–^ cells (neurons, (**E**) E’) after FAC-sort. (**F**) Quantification of the number of tdTomato^+^ cells found in the tdTomato^+^ (positives, MG) and tdTomato^–^ (negatives, neurons) fractions as percentage of the total number of cells, n = 13 mice, 3 different sorts. (**G**) Scatter plot of Log2 counts of the miRNAs from neurons and MG of adult retinas (n = 20) after NanoString analysis. All miRNAs expressed above the black line are miRNAs more highly expressed in neurons than in MG with the top neuronal miRNAs highlighted in purple. All miRNAs below the black line are miRNAs more highly expressed in glia than in neurons with the top 7 glial miRNAs (mGliomiRs) highlighted in green. miRNAs found on the black line have similar expression levels in neurons and MG. (**H**) Summary of the highly expressed miRNAs in either MG (green), neurons (purple) or both (blue). Significant differences are indicated, **p < 0.01, Student’s t-test for independent samples and Levene’s test for equality of variances. ONL: outer nuclear layer, OPL: outer plexiform layer, INL: inner nuclear layer, IPL: inner plexiform layer, GCL: ganglion cell layers, NFL: nerve fiber layer.

**Figure 2:**
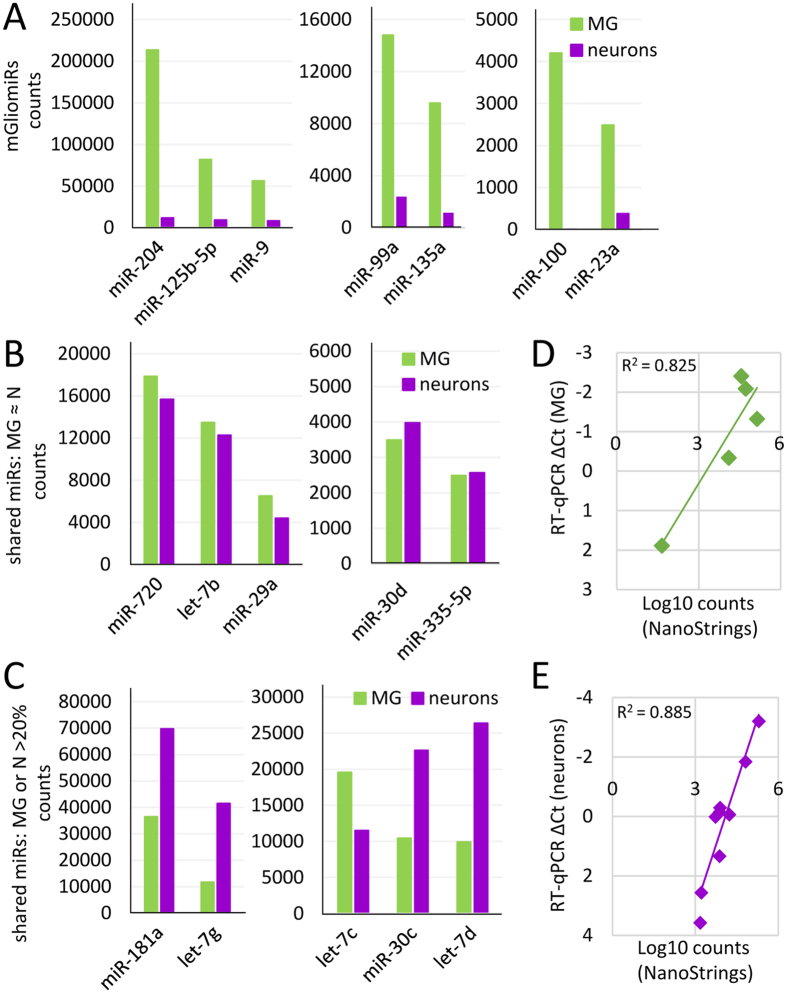
Highly expressed miRNAs of mature MG. (**A**) Top 10 Müller glia miRNAs (mGliomiRs) listed in order of their highest expression levels; notice different scale, cutoff 500 molecules; expression levels in neurons, displayed as purple bars, is less than 20%). (**B**) Graph of 8 out of 31 shared miRNAs with expression very similar expression levels in MG and neurons (MG ≈ neurons). (**C**) Graph of 5 shared miRs, found within the top 10 highly expressed miRNAs in MG, with expression levels in neurons or glia >20% and therefore excluded from mGliomiRs and neuronal miRs categories. (**D**) RT-qPCR validation of the 5 miRNAs miR-204, miR-125b-5p, miR-9, miR-181b and let-7c for the MG-enriched FAC-sorted fraction; comparison of ΔC_t_ means from FAC-sorted adult MG (normalized against beta-Actin and 5S) versus Log10 counts from NanoString^®^. Linear regression coefficient R^2^ = 0.825. (**E**) RT-qPCR validation of the 9 miRNAs miR-124, miR-183, let-7d, let-7b, miR-204, let-7a, miR-9, miR-15a and miR-30a for the neuronal FAC-sorted fraction; comparison of ΔC_t_ means from FAC-sorted adult MG (normalized against 5S) versus Log10 counts from NanoString^®^. Linear regression coefficient R^2^ = 0.885.

**Figure 3:**
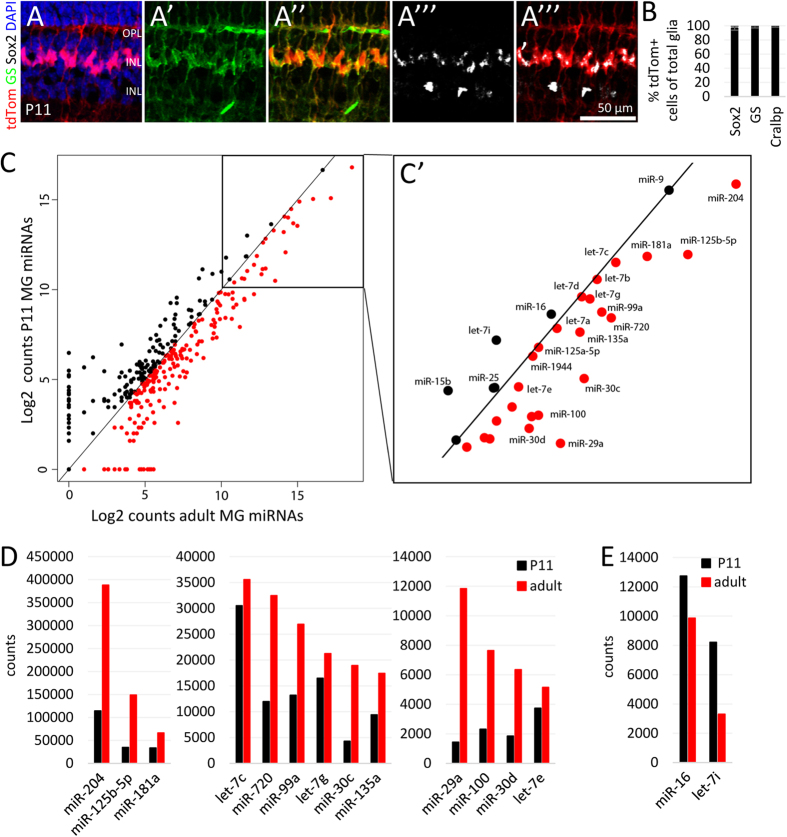
Most MG miRNAs increase with glial maturation. (**A-**A””) Immunofluorescent labeling with antibodies against tdTomato, glutamine synthetase (GS), Sox2, and DAPI nuclear staining. (**B**) Percentage of tdTomato^+^ cells coexpressing glial markers Sox2, GS, or Cralbp of total number of Sox2^+^, GS^+^ or Cralbp^+^ MG respectively, n = 4. **(C**) Scatter plot of Log2 counts of the miRNAs expressed in P11 MG (of 16 mice) and adult MG (of 20 mice). All miRNAs expressed above the black line are miRNAs expressed higher in P11 MG than in adult MG (black dots). All miRNAs below the black line are miRNAs higher expressed in adult MG than in P11 MG (red dots). C’ shows the boxed area of C with the 30 most highly expressed miRNAs. (**D**) Bar graph of 13 miRNAs (out of the 30 highly expressed miRNAs in C’), which expression levels further increased from P11 to adult (cutoff 5000 counts, increase >10%, notice different scales). (**E**) Bar graph of two miRNAs (out of the 30 highly expressed miRNAs in C’), in which expression levels declined from P11 to adult (cutoff 5000 counts, decrease >10%). OPL: outer plexiform layer, INL: inner nuclear layer, IPL: inner plexiform layer.

**Figure 4:**
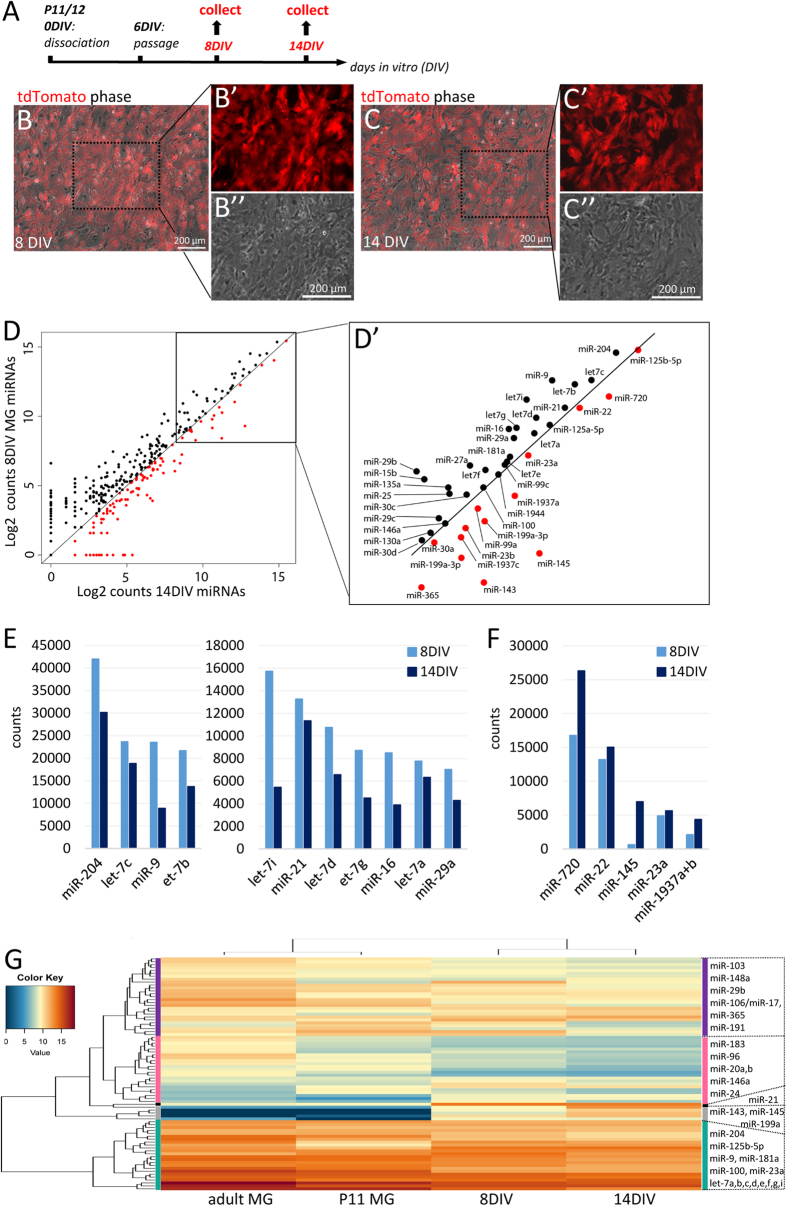
Most MG miRNAs decline *in vitro* over time. (**A**) Cell culture scheme. (**B,C**) Live images of tdTomato^+^ P11 MG 8 DIV (**B**-B”) and 14 DIV (**C**-C”). Boxes in (**B,C**) are shown in higher magnification in B’, B”, and C’, C” respectively. (**D**) Scatter plot of Log2 counts of the miRNAs expressed in MG 8 and 14 DIV. All miRNAs expressed above the black line are miRNAs expressed higher in 8 DIV MG than 14 DIV MG (declined over time, black dots). All miRNAs below the black line are miRNAs higher expressed in 14 DIV MG than in 8 DIV MG (increased over time, red dots). D’ shows the boxed area of C with the 42 most highly expressed miRNAs. (**E**) Bar graph of 11 miRNAs (out of the 43 highly expressed miRNAs in D’), which expression levels decreased from 8 DIV to 14 DIV (cutoff 5000 counts, decrease >10%, notice different scales). (**F**) Bar graph of five miRNAs (out of the 43 highly expressed miRNAs in D’), in which expression levels increased from 8 DIV to 14 DIV (cutoff 5000 counts, increase >10%). (**G**) Heat map showing hierarchical clustering of miRNAs and samples (see text for details).

**Figure 5:**
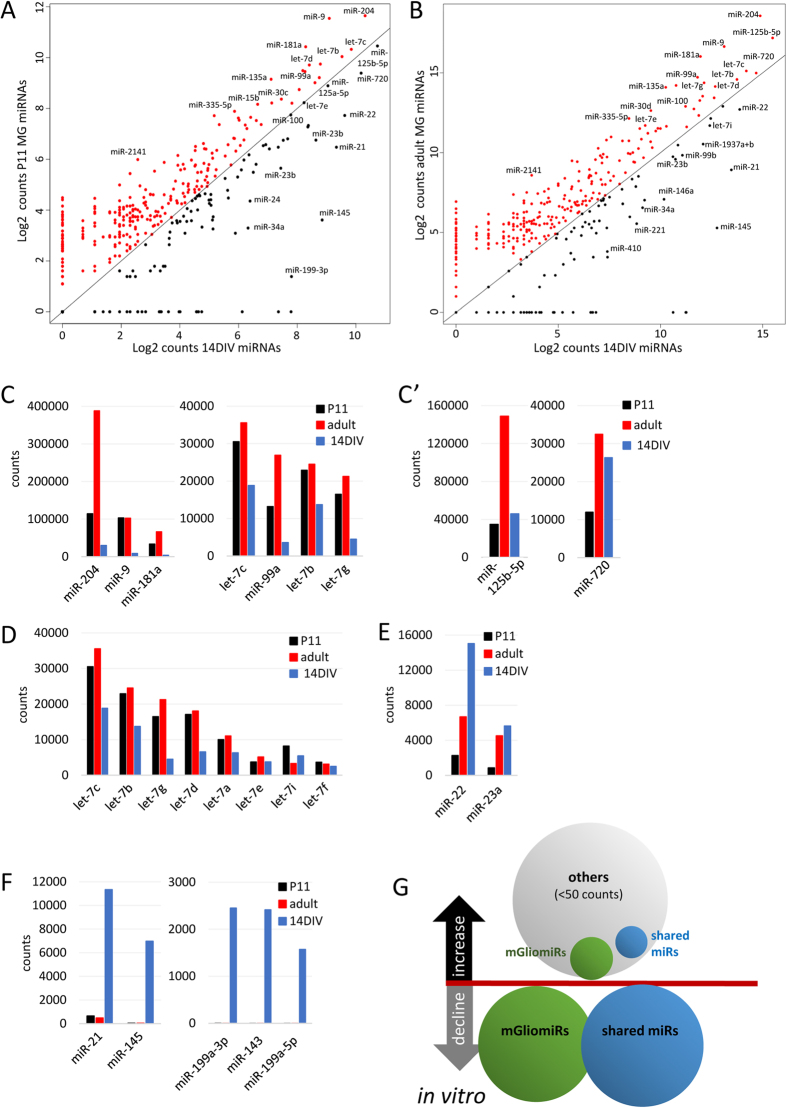
Comparison of the miRNA profile of MG *in vivo* and MG *in vitro*. (**A**) Scatter plot of Log2 counts of the miRNAs expressed in P11 MG and 14 DIV MG. The red dots represent miRNAs expressed higher in P11 MG *in vivo* than in 14 DIV MG, the black dots miRNAs more highly expressed in 14 DIV MG than in P11 MG *in vivo*. (**B**) Scatter plot of Log2 counts of the miRNAs expressed in adult MG and 14 DIV MG. The red dots represent miRNAs expressed more highly in adult MG *in vivo* than in 14 DIV MG, black dots miRNAs more highly expressed in 14 DIV MG than in adult MG *in vivo*. **C**,C’: Bar graphs of the top 9 miRNAs in which expression levels decreased after 14 DIV as compared to P11 or adult MG *in vivo* (**C**) or decreased as compared to adult MG but increased as compared to P11 MG (C’, bar graphs cutoff 20,000 counts, decrease >10%). (**D**) Bar graph of eight let-7 family members in P11 and adult MG *in vivo*, and MG maintained for 14 DIV. (**E**) Bar graph of two miRNAs in which expression levels increased after 14 DIV (bar graph cutoff 5,000 counts, increase >10%). (**F**) Bar graphs of 5 miRNAs in which expression levels increased substantially *in vitro*. (**G**) Summary of the changes in the miRNA profile of MG *in vitro* (data from 8 DIV and 14 DIV) as compared to MG *in vivo* (P11 and adult MG). Shown are the defined categories: mGliomiRs (high expression in MG with >2,000 counts, <20% expression in neurons) and shared miRs (highly expressed in MG with >2,000 counts but >20% expression in neurons or glia). miRNAs assigned as “others” are miRNAs not expressed in adult MG *in vivo* (<50 counts). The bubble size represents the percentage of the number of miRNAs that decline and/or decrease of the total number of miRNAs of the particular category, i.e., 72% mGliomiRs and 79% of the shared miRs declined *in vitro* as compared to the expression levels from freshly isolated adult MG; 28% mGliomiRs, 21% shared miRs, and 100% of other miRNAs increased *in vitro*. The range of increase or decline is given in the brackets.

How the deposited data were processed for this re-analysis (not part of the article)

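The deposited raw table holds 1 nCounter count per probe and sample, which the authors obtained from 200 ng of total RNA on the NanoString mouse miRNA panel and left unnormalized.
The deposited value table holds normalized counts, read here as a score and not as counts. For these values the paper names nSolver 2.6, the housekeeping mRNAs and the negative and positive controls.
Recomputed from the raw table, these values equal the raw count minus the mean of the 8 negative controls, set to at least 1, times a factor, rounded down and again set to at least 1, within 1 count apart from exchanged values, where the factor is a constant of the data set (7468.83 in 1 data set and 13577.9 in the other) over the sum of the 4 background-subtracted housekeeping mRNAs.
The value table has 8 columns from 6 pooled samples, since the fresh MG samples stand in both data sets; no column was left out.
It is a panel of 599 miRNA probes in pooled samples with 1 sample per condition, so no p-values were computed, and size rules replace tests.
For 42 miRNAs in each of the fresh MG samples of 1 data set, not all the same ones, and 16 in both cultured samples of the other, the deposited values match the raw counts of other miRNAs within 2 counts or 1 percent, and the values as a set are, within 1 count, a permutation of those computed from the raw table.
The deposited values stayed the main ones because the design named them, and values rebuilt from the raw table, with miRNAs not above the mean of the negative controls set to 1, are an alternative chosen after the data were seen.

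The samples, the design, the alternatives, the miRNA lists and the predictions for the explanations weighed were written before the data were examined, though the values printed in the paper's figures had been seen.
The study's own rules were applied: more than 2000 counts and more than 5 times the other fraction for the categories, and more than 5000 counts in either sample with a difference over 10% for changes.
Log2 ratios and R2 used a pseudocount of 1. The 95% intervals of counts are exact Poisson, computed on the raw counts of the single assays. For a ratio, the lower 95% limit of each sample was divided by the upper limit of the other, so its interval is wider than 95%. The intervals of R2 (Fisher transform) and of shares of miRNAs (binomial) treat miRNAs as independent, which they are not.
A miRNA was at background below the mean plus 2 SD of the negative controls.
miRNAs named are those the study names for a comparison, the 10 with the largest log2 ratio each way among those with at least 500 counts in either sample, and the 2 to 4 members of each list with the highest counts; miR-342-3p, miR-350 and miR-99b fall outside this rule and were named after their values were seen, because those values are exchanged.
For each of 21 lists of miRNAs the members with at least 50 counts in either sample were counted as higher or lower at 2 times, and the median log2 ratio was ranked among 10000 random lists drawn from the 30 neighbours of each member in level.
These medians use values below background as they stand, so for members at background their size has no meaning; the lists reported were counted again with each sample's values below its background set to it, an alternative added after the data were seen.
The lists were run on 8 comparisons, 168 pairs of list and comparison in all; the 35 pairs reported were picked after the values were seen, so their percentiles are descriptions of picked results and carry no error rate.
A ratio or list median was counted as reversed under an alternative only if it was at least 2-fold in the deposited values, a limit set while the code was written.

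The alternatives were scalings of the raw counts (equal totals, the geometric mean of the top 100 miRNAs, the positive controls only, each housekeeping mRNA on its own), a floor at background, other levels (1000 and 5000 counts) and folds (3 and 10), linear values, a pseudocount of 10, and filters at 50 counts and at 2 times; scaling by the ligation controls was added after the data were seen.
Every scaling was anchored on adult MG. Cutoffs of level were applied again to the rescaled values, so the miRNAs that pass them can differ between scalings.
In a self-test, counts of adult MG were drawn again with 200 of 599 miRNAs altered. Of 49 measured miRNAs raised 4 times 48 were recovered (98.0%), as were 26 of 26 lowered, and 2 of 105 unaltered ones were called (1.90%). These draws held counting error only, and no housekeeping mRNA was altered. The self-test therefore gives no error rate for differences between pools or for the scaling.
Host genes and neighbours within 10 kb come from the GRCm38.p6 gene table.
The RT-qPCR values and the supplementary tables were not used here.
The tools were Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3.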

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

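The 3 results below were picked out by rules set in advance, apart from limits named at the third, and the ligation scaling tied to the first was chosen after its value was seen.
In P11 neurons the positive ligation controls, which the paper does not report, had a geometric mean of 965 background-subtracted counts, 38.2% of the lowest other sample.
These controls report how well tags were joined to miRNAs, so all counts of P11 neurons might be too low; no biological explanation was tested. With the ligation controls as scaling, which was chosen after seeing the data, the glial rule found 0 miRNAs in the P11 fractions, against 2.

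In P11 neurons, a fraction whose miRNA categories the paper does not report, 4 miRNAs had more than 2000 counts and more than 5 times the level of P11 MG: miR-124 with 39060 counts against 743, miR-183 with 12473 against 313, miR-96 with 16891 against 367 and miR-211 with 2732 against 40. They were counted under the deposited scaling only. The log2 ratio of P11 MG to P11 neurons shifts by 1.36 with Gapdh alone and by -1.38 with the ligation controls.

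Among miRNA probes with at least 500 counts in 1 fraction at both ages, 1 lay at least 2 times apart in opposite directions at the 2 ages; both limits were set while the code was written and not in the design, and probes under 500 counts, some of which lay apart in this way too, were not counted. The probe, miR-1937a+miR-1937b, was 3.28-fold higher in neurons in the adult and 2.32-fold higher in MG at P11. Under no other scaling was it at least 2 times apart in opposite directions: in the adult it was 1.92-fold higher in neurons with equal totals, 1.15-fold with the top 100 miRNAs, 1.30-fold with Rpl19 alone and 6.66-fold with Actb alone, where it was 1.79-fold higher in MG at P11, and it was higher in MG with the positive controls (1.03-fold) and Gapdh alone (1.59-fold). The difference was not tested, since each group is 1 sample.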

How the results depend on the processing

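The ligation scaling and the rebuilt values were chosen only after the data were seen.
Of the counts, shares and correlations under the alternatives 119 stayed the same, 80 moved and 11 reversed. For the list medians counted the numbers were 80, 59 and 1, and for the ratios counted 812, 955 and 51. Some values that changed sign from at least 2-fold are not in this tally. Among them are the Dlk1-Dio3 medians of adult MG to neurons (-2.28, 0.15 with Gapdh alone) and of 14 to 8 DIV (1.00, -0.10 with Actb alone). Others are the microglia and leukocyte median of 14 DIV to adult MG (1.27, -2.21 with B2m alone) and miR-27a at 14 against 8 DIV with B2m alone.
The cultured samples formed 1 branch in every clustering.
No paired analysis was run, though MG and neurons were sorted from the same retinas, with 1 pair at each age. Leaving out a replicate was not possible because each condition is 1 pooled sample.
B2m alone gave no value for the neurons, and requiring counts above 0 in both samples left out nothing.
At the depth of these assays 130 to 186 miRNAs lay above background, so that splits over all miRNAs include many at background.
The deposited miR-23a, miR-29a and miR-191 in culture carry other miRNAs' values, so a reversal of theirs that the rebuilt values show as well follows from that table. For all other results below the cause was not tested.

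With a cutoff of 5000 counts, the values were 15 (miRNAs above 2000 counts in adult MG), 10 (shared miRNAs) and 10 (neuronal miRNAs).
With Actb alone, the values were 2 (mGliomiRs), 40 (neuronal miRNAs), 1 (P11 mGliomiR rule), 26 (miRNAs declining from 8 to 14 DIV), 1 (miRNAs increasing from 8 to 14 DIV), 34.4% (lower in 8 DIV MG than in P11 MG), 45.9% (lower in 8 DIV MG than in adult MG) and 50% (share of shared miRNAs lower in vitro); the log2 ratios of opposite sign were miR-29a 14 DIV MG over P11 MG 1.72, miR-191 14 DIV MG over P11 MG -0.69 and miR-23a 14 DIV MG over adult MG 0.50.
With Gapdh alone, the values were 12 (mGliomiRs), 16 (miRNAs above 2000 counts in adult neurons), 4 (neuronal miRNAs), 6 (P11 mGliomiR rule), 9 (miRNAs increasing from 8 to 14 DIV), 52.8% (lower in 14 DIV MG than in P11 MG), 55.7% (lower in 14 DIV MG than in adult MG), 42.5% (lower in 8 DIV MG than in P11 MG), 48.0% (lower in 8 DIV MG than in adult MG) and 41.7% (share of shared miRNAs lower in vitro); the log2 ratios of opposite sign were let-7g adult MG over adult neurons 0.55, miR-30c adult MG over adult neurons 1.26, let-7d adult MG over adult neurons 0.97, miR-16 adult MG over adult neurons 0.0244, miR-22 adult MG over adult neurons 1.36, miR-301a adult MG over adult neurons 0.0163, miR-29a 14 DIV MG over P11 MG 2.66 and miR-23a 14 DIV MG over adult MG 1.49.
At 10 times in place of 5, the values were 2 (mGliomiRs) and 0 (P11 mGliomiR rule).
With a cutoff of 1000 counts, the values were 26 (shared miRNAs).
With the top 100 geometric mean, the values were 24 (miRNAs above 2000 counts in adult neurons), 5 (neuronal miRNAs), 11 (miRNAs decreasing from P11 to adult), 7 (miRNAs declining from 8 to 14 DIV), 11 (miRNAs increasing from 8 to 14 DIV), 65.8% (lower in 14 DIV MG than in adult MG) and 73.9% (lower in 8 DIV MG than in P11 MG); the log2 ratios of opposite sign were miR-30c adult MG over adult neurons 0.39, let-7d adult MG over adult neurons 0.10, miR-22 adult MG over adult neurons 0.49, miR-29a 14 DIV MG over P11 MG 1.72, miR-191 14 DIV MG over P11 MG -0.680 and miR-23a 14 DIV MG over adult MG 0.96.
With positive controls only, the values were 23 (miRNAs above 2000 counts in adult neurons), 5 (neuronal miRNAs), 4 (P11 mGliomiR rule), 59.6% (lower in 14 DIV MG than in P11 MG), 60.5% (lower in 14 DIV MG than in adult MG), 48.5% (lower in 8 DIV MG than in P11 MG), 51.7% (lower in 8 DIV MG than in adult MG) and 45% (share of shared miRNAs lower in vitro); the log2 ratios of opposite sign were miR-30c adult MG over adult neurons 0.64, let-7d adult MG over adult neurons 0.35, miR-22 adult MG over adult neurons 0.74, miR-29a 14 DIV MG over P11 MG 2.34, miR-191 14 DIV MG over P11 MG -0.0630 and miR-23a 14 DIV MG over adult MG 1.20.
With Rpl19 alone, the values were 26 (miRNAs above 2000 counts in adult neurons), 6 (neuronal miRNAs), 5 (P11 mGliomiR rule), 1 (miRNAs decreasing from P11 to adult), 2 (miRNAs declining from 8 to 14 DIV), 9 (miRNAs increasing from 8 to 14 DIV), 80% (lower in 8 DIV MG than in P11 MG) and 80.4% (lower in 8 DIV MG than in adult MG); the log2 ratios of opposite sign were miR-30c adult MG over adult neurons 0.21, miR-22 adult MG over adult neurons 0.31, miR-29a 14 DIV MG over P11 MG 1.60, miR-191 14 DIV MG over P11 MG -0.80 and miR-23a 14 DIV MG over adult MG 0.0909.
With the ligation controls, a scaling chosen after seeing the data, the values were 23 (miRNAs above 2000 counts in adult neurons), 5 (neuronal miRNAs), 0 (P11 mGliomiR rule), 17 (miRNAs declining from 8 to 14 DIV), 61.0% (lower in 14 DIV MG than in P11 MG), 66.7% (lower in 14 DIV MG than in adult MG), 48.8% (lower in 8 DIV MG than in P11 MG), 58.6% (lower in 8 DIV MG than in adult MG) and 56.7% (share of shared miRNAs lower in vitro); the log2 ratios of opposite sign were miR-30c adult MG over adult neurons 0.55, let-7d adult MG over adult neurons 0.26, miR-22 adult MG over adult neurons 0.65, miR-29a 14 DIV MG over P11 MG 2.25, miR-191 14 DIV MG over P11 MG -0.15 and miR-23a 14 DIV MG over adult MG 0.87.
With equal totals, the values were 10 (neuronal miRNAs), 8 (miRNAs increasing from P11 to adult), 15 (miRNAs decreasing from P11 to adult), 15 (miRNAs increasing from 8 to 14 DIV), 57.1% (lower in 14 DIV MG than in P11 MG), 43.0% (lower in 14 DIV MG than in adult MG), 53.5% (lower in 8 DIV MG than in P11 MG), 34.8% (lower in 8 DIV MG than in adult MG), 64.3% (share of mGliomiRs lower in vitro) and 38.3% (share of shared miRNAs lower in vitro); the log2 ratios of opposite sign were the list median of shared miRNAs 14 DIV MG over adult MG 0.52, miR-29a 14 DIV MG over P11 MG 2.44, miR-125b-5p 14 DIV MG over adult MG 0.17, miR-100 14 DIV MG over adult MG 0.19, miR-23a 14 DIV MG over adult MG 2.18, let-7d 14 DIV MG over adult MG 0.41, miR-29a 14 DIV MG over adult MG 0.40 and miR-16 14 DIV MG over adult MG 0.52.
At 3 times in place of 5, the values were 4 (P11 mGliomiR rule).
On the linear scale, the values were 0.777 (R2 P11 MG and adult MG).
For miRNAs with at least 50 counts, the values were 0.778 (R2 P11 MG and adult MG), 0.799 (R2 8 DIV and 14 DIV), 133 (miRNAs higher in P11 MG than 14 DIV) and 67.5% (lower in 14 DIV MG than in P11 MG).
With a pseudocount of 10, the values were 0.899 (R2 P11 MG and adult MG) and 0.919 (R2 8 DIV and 14 DIV).
For differences of at least 2 times, the values were 9 (miRNAs increasing from P11 to adult), 1 (miRNAs decreasing from P11 to adult), 3 (miRNAs declining from 8 to 14 DIV) and 1 (miRNAs increasing from 8 to 14 DIV).
With B2m alone, the values were 1 (miRNAs decreasing from P11 to adult), 0 (miRNAs declining from 8 to 14 DIV), 90.4% (lower in 14 DIV MG than in P11 MG), 89.8% (lower in 14 DIV MG than in adult MG), 95.5% (lower in 8 DIV MG than in P11 MG), 95.5% (lower in 8 DIV MG than in adult MG), 96.4% (share of mGliomiRs lower in vitro) and 98.3% (share of shared miRNAs lower in vitro); the log2 ratios of opposite sign were miR-9 14 DIV MG over 8 DIV MG 0.0418, miR-16 14 DIV MG over 8 DIV MG 0.32, miR-29a 14 DIV MG over 8 DIV MG 0.73, miR-720 14 DIV MG over P11 MG -0.61, miR-191 14 DIV MG over P11 MG -2.57, miR-22 14 DIV MG over adult MG -0.91 and miR-22 8 DIV MG over P11 MG -0.64.
With the background floor, the values were 111 (miRNAs higher in P11 MG than 14 DIV), 65.3% (lower in 14 DIV MG than in P11 MG) and 62.4% (lower in 8 DIV MG than in P11 MG).
For 14 DIV against adult MG alone, the values were 100% (share of mGliomiRs lower in vitro).
For the mean of culture against the mean of fresh samples, the values were 100% (share of mGliomiRs lower in vitro).
With values rebuilt from the raw table, chosen after seeing the data, the log2 ratios of opposite sign were miR-29a 14 DIV MG over P11 MG 1.57, miR-191 14 DIV MG over P11 MG -0.83 and miR-23a 14 DIV MG over adult MG 0.32.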

Differences from the paper's values

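Of the settings named here, the values rebuilt from the raw table and the scaling by ligation controls were chosen only after the data were seen.
For R2 between P11 and adult MG the paper gives 0.75, and the value here was 0.872. Of the alternatives set before the data were examined, linear values (0.777) and miRNAs with at least 50 counts (0.778) fell within the paper's value, and a pseudocount of 10 (0.899) and miRNAs above 0 in both samples, which leaves none out, did not.

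Counts are taken as within the paper's value where neither is more than 1.5 times the other, and R2 where its interval reaches the paper's value as rounded. The rule for R2 was set after the values were seen, and its interval treats miRNAs as independent, which they are not.

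For miR-23a at 14 DIV the paper shows about 5700 counts in Fig. 5E, read by eye, and the deposited value was 485. For miR-29a it shows about 4300 counts in Fig. 4E, read by eye, and the deposited value was 507. Of the alternatives set before the data were examined, which all start from the raw table, Actb alone (6376 and 4851), Rpl19 alone (4812 and 3661) and the background floor (5632 and 4285) fell within the paper's values, and equal totals (20531 and 15620), the top 100 geometric mean (8805 and 6698), the positive controls (10388 and 7903), B2m alone (1329 and 1011) and Gapdh alone (12660 and 9631) did not. The values rebuilt from the raw table (5632 and 4285) and the scaling by ligation controls (8232 and 6263), chosen after seeing the values, fell within them too.

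The paper gives 72% and 79% as the shares lower in culture, and the end of its Fig. 5G legend names adult MG alone as the basis. At 14 DIV against adult MG alone the shares here were 100% and 86.7%, and over all 4 comparisons 85.7% and 80%. With rebuilt values, chosen after seeing the values, 6 of 7 and 13 of 15 miRNAs were lower at 14 DIV than in adult MG, and the shares over all 4 comparisons were 71.4% and 76.7%.

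The axis labelled log2 in Fig. 5A shows about 12 for miR-204 in P11 MG, read by eye; the value here was 11.6 as a natural logarithm and 16.80 as log2.

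The paper states that miR-23a increased in culture; as deposited it was lower than in either fresh sample, and rebuilt it was higher. The paper shows miR-23a and miR-1937a+miR-1937b as higher at 14 than at 8 DIV; as deposited they had 485 against 555 and 209 against 822 counts, and rebuilt, a setting chosen after seeing the values, 5632 against 4890 and 4357 against 2098, the latter still under the cutoff. The rebuilt values also put miR-29a among those lower at 14 DIV, as the paper does, in place of miR-210. The paper's bars of miRNAs higher in adult than in P11 MG leave out let-7a and miR-22, which passed its rule at 1.10- and 2.95-fold. The paper places miR-16 among the shared miRNAs; it also passed the neuronal rule, at 5.12-fold higher in neurons. The paper calls let-7c the sole shared miRNA that is higher in MG; miR-29a (1.48-fold), miR-720 (1.14-fold) and let-7b (1.10-fold), which it calls comparable, were higher too. The paper puts miR-21 below a stated limit in fresh MG; it had 649 counts in P11 MG. The paper gives miR-21 a group of its own; it fell in a group of 8. The paper lists miR-146a with miRNAs that decline in culture; it had 1154 counts at 14 DIV, 8.55-fold higher than in adult MG.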

Other observations

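The tests below had their predictions written before the data were examined; the use of the rebuilt values beside them, and setting values below a sample's background to it (background raised), were chosen after.
Red blood cell miRNAs (miR-451, miR-144 and miR-486) were all at background in adult MG and lower than in neurons, by at least 164-, 8.28- and 10.9-fold; miR-451 had 4684 counts in neurons.
miRNAs of microglia and leukocytes were at least 2 times higher in P11 MG than in P11 neurons in 2 of 3 measured, both at background in neurons; at 14 DIV against P11 MG 2 of 5 were lower and, with background raised, 0 higher, with a median of -0.46 that was above 0 with equal totals (0.40), the positive controls (0.30) and Gapdh alone (0.62). Against adult MG 2 of 5 were higher at 14 DIV and 2 lower with background raised, with a median of 0.99 (1.27 without), and the latter was -2.21 with B2m alone.
The endothelial miR-126-3p was lower at 14 DIV than in P11 MG, with a log2 ratio of -3.44 that was below 0 under every scaling.
The Dlk1-Dio3 miRNAs were at least 2 times higher at 14 DIV than in P11 MG in 4 of 17 measured and lower in 2 with background raised, with a median of 0.17.
The study's neuronal miRNAs were at least 2 times lower in P11 MG than in P11 neurons in 13 of 17, with a median of -2.49.
Of 19 miRNAs of liver, muscle and embryonic stem cells, taken as a guide to background, 3 were measured in the adult fractions, each at background in 1 fraction or both.

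Most miRNAs were lower in cultured than in fresh MG, which might come from scaling by housekeeping mRNAs, whose raw counts differ between these samples, or from the culture itself. With the positive controls only, 59.6% of the differing miRNAs (interval 54.6% to 64.6%) were lower at 14 DIV than in P11 MG. The prediction was under 55% if the scaling was the cause and over 65% if not, so the test cannot tell the explanations apart. It was written for this comparison only. In the others, with the same scaling, the share was 60.5% at 14 DIV against adult MG. At 8 DIV it was 48.5% against P11 MG and 51.7% against adult MG, both under 55%. The paper states that the reduction also holds with 5S ribosomal RNA for normalization; those values are not in the files and were not analysed here.

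miR-124, miR-183 and miR-96 were counted in adult MG at 0.328%, 0.268% and 0.242% of their neuronal level, which could be neuronal RNA carried into the MG fraction or low expression in MG. The paper states that 96% of the sorted cells were tdTomato+ in a post-sort and that no GFP+ rods lay in the wells with these cells. The highest of the 3 shares was 1.36 times the lowest (1.68 times at the counting bounds), under the 3-fold limit set for carry-over. The result is consistent with carry-over but does not exclude expression in MG; miR-183 and miR-96 come from 1 cluster, and miR-182 was at background in MG, where the background level is 0.575% of its neuronal count. The other neuronal miRNAs above background in adult MG had 2.24% to 19.4%. No prediction was written for P11, where the shares of miR-124, miR-183 and miR-96 were 1.90%, 2.51% and 2.18%. Of the other neuronal miRNAs at P11, miR-211 had 1.48% and miR-210 131%.

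miR-143, miR-145 and miR-199a were higher in culture, which might come from mural or fibroblast cells or from expression in cultured MG. Of the other 5 members of the mural list, 0 had over 2 times more counts at 14 DIV than in P11 MG and at least 200 counts; miR-214, whose gene lies within 10 kb of a miR-199a gene, had 53 and miR-218 had 97, both at background in P11 MG, and miR-152 had 576 against 481. The prediction was at least 3 such members if mural or fibroblast cells were the cause and 0 if not. By its wording the deposited values gave the second outcome. Under equal totals and under Gapdh alone 2 would have met the limit, and with the positive controls 1, both fewer than 3. The limit made no allowance for scaling, so the test was relabelled as unable to tell, a change made after the values were seen.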
